# Mitochondria are required for pro‐ageing features of the senescent phenotype

**DOI:** 10.15252/embj.201592862

**Published:** 2016-02-04

**Authors:** Clara Correia‐Melo, Francisco DM Marques, Rhys Anderson, Graeme Hewitt, Rachael Hewitt, John Cole, Bernadette M Carroll, Satomi Miwa, Jodie Birch, Alina Merz, Michael D Rushton, Michelle Charles, Diana Jurk, Stephen WG Tait, Rafal Czapiewski, Laura Greaves, Glyn Nelson, Mohammad Bohlooly‐Y, Sergio Rodriguez‐Cuenca, Antonio Vidal‐Puig, Derek Mann, Gabriele Saretzki, Giovanni Quarato, Douglas R Green, Peter D Adams, Thomas von Zglinicki, Viktor I Korolchuk, João F Passos

**Keywords:** ageing, inflammation, mitochondria, mTOR, senescence, Ageing, Cell Cycle, Metabolism

## Abstract

Cell senescence is an important tumour suppressor mechanism and driver of ageing. Both functions are dependent on the development of the senescent phenotype, which involves an overproduction of pro‐inflammatory and pro‐oxidant signals. However, the exact mechanisms regulating these phenotypes remain poorly understood. Here, we show the critical role of mitochondria in cellular senescence. In multiple models of senescence, absence of mitochondria reduced a spectrum of senescence effectors and phenotypes while preserving ATP production via enhanced glycolysis. Global transcriptomic analysis by RNA sequencing revealed that a vast number of senescent‐associated changes are dependent on mitochondria, particularly the pro‐inflammatory phenotype. Mechanistically, we show that the ATM, Akt and mTORC1 phosphorylation cascade integrates signals from the DNA damage response (DDR) towards PGC‐1β‐dependent mitochondrial biogenesis, contributing to a ROS‐mediated activation of the DDR and cell cycle arrest. Finally, we demonstrate that the reduction in mitochondrial content *in vivo*, by either mTORC1 inhibition or PGC‐1β deletion, prevents senescence in the ageing mouse liver. Our results suggest that mitochondria are a candidate target for interventions to reduce the deleterious impact of senescence in ageing tissues.

## Introduction

Cellular senescence, the irreversible loss of proliferative potential in somatic cells, has been shown to not only play a major role in tumour suppression, but also to contribute to age‐related tissue degeneration (Baker *et al*, 2011). While senescence can stably repress cancer by irreversibly arresting damaged cells, senescent cells have been shown to be detrimental in tissues, mainly by developing a complex senescence‐associated secretory phenotype (SASP) (Coppé *et al*, 2008; Kuilman & Peeper, 2009) and producing elevated levels of reactive oxygen species (ROS) (Passos *et al*, 2010). These factors not only contribute to the maintenance of the senescence arrest via self‐amplifying positive feedback loops (Acosta *et al*, 2008; Kuilman *et al*, 2008; Passos *et al*, 2010), but can also induce senescence in healthy cells in a paracrine fashion (Nelson *et al*, 2012; Acosta *et al*, 2013).

Mitochondria play an essential role in energy generation, cell signalling, differentiation, death and senescence in eukaryotic cells. Mitochondria's role in cellular senescence is widely associated with their significant role as generators of ROS‐mediated random molecular damage. ROS have been shown to play important roles in senescence by inducing genomic damage (Parrinello *et al*, 2003), accelerating telomere shortening (von Zglinicki, 2002) and acting as drivers of signalling networks important for the maintenance of the senescent phenotype (Passos *et al*, 2010). However, other reports have also highlighted the importance of non‐mitochondrial ROS sources (Takahashi *et al*, 2006), redox stress (Kaplon *et al*, 2013) or deficits in antioxidant defence (Blander *et al*, 2003) in the development of senescence. Therefore, it remains unknown whether mitochondria are truly necessary for senescence.

To understand to what extent mitochondria are involved in senescence, we took advantage of a recently identified process whereby the depolarization of mitochondria by uncouplers, such as CCCP, targets the ubiquitin ligase Parkin to mitochondria and promotes their degradation via the proteasome and autophagy, resulting in complete elimination of the mitochondrial compartment (Narendra *et al*, 2008; Geisler *et al*, 2010). We found that widespread targeted mitochondria depletion abrogates the development of commonly described features of cellular senescence, such as the pro‐inflammatory and pro‐oxidant phenotype and expression of the cyclin‐dependent kinase inhibitors p21 and p16, while preserving the cell cycle arrest and therefore the tumour suppressor properties of these cells. Furthermore, we delineate a mechanism by which the DNA damage response (DDR), a major driver of senescence, interacts with mitochondria to develop the senescent phenotype. We demonstrate that the ATM, Akt and mTORC1 phosphorylation cascade plays a key role as an effector of the DDR by promoting PGC‐1β‐dependent mitochondrial biogenesis and cellular senescence *in vitro* and *in vivo*.

## Results

### Mitochondria are key factors in the development of pro‐ageing features of senescence

To determine the importance of mitochondria for the establishment and maintenance of cellular senescence, human MRC5 fibroblasts were stably transduced with YFP‐Parkin and senescence was induced by X‐ray irradiation (20 Gy) (Fig 1A). Parkin‐mediated mitochondrial clearance was confirmed by the absence of mitochondrial proteins (Fig 1B), the lack of mitochondrial respiration and insensitivity to electron transport chain‐inhibiting drugs (Fig 1C) and the absence of intact mitochondria by 3D electron microscopy (Fig 1D and Movies EV1 and EV2). This was observed not only immediately after CCCP treatment, but also at later time points (up to 16 days) after CCCP had been removed (Fig EV1A and B).

**Figure 1:**
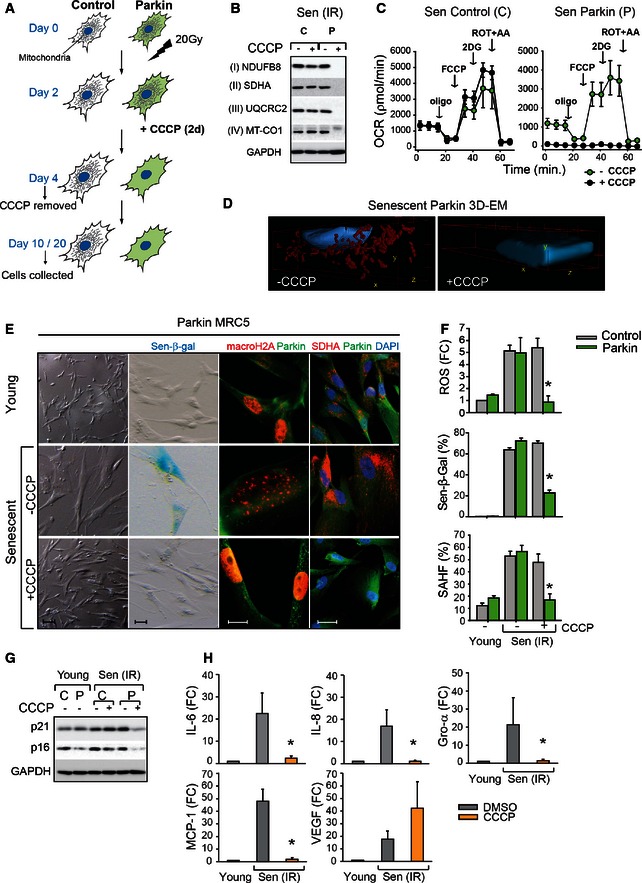
Mitochondria are key factors for the development of pro‐ageing features of cellular senescence Scheme illustrating the experimental design: Parkin‐expressing and control MRC5 fibroblasts were irradiated with 20‐Gy X‐ray and 2 days after were treated with 12.5 μM CCCP for 48 h. At day 4 after irradiation, CCCP was removed and cells were kept in culture with normal serum‐supplemented medium. Cells were harvested at days 10 or 20 after irradiation (6 or 16 days after CCCP treatment, respectively) for senescent phenotypes analysis.Western blots showing the absence of mitochondrial proteins from the different mitochondrial complexes: NDUFB8 (complex I), SDHA (complex II), UQCRC2 (complex III) and MTCO‐1 (complex IV), in senescent (10 days after 20‐Gy X‐ray) control and Parkin‐expressing MRC5 fibroblasts. Data are representative of three independent experiments.Cellular oxygen consumption rates (OCR) in senescent (10 days after 20‐Gy X‐ray) control and Parkin‐expressing MRC5 fibroblasts. Data were obtained using the Seahorse XF24 analyzer and show mean ± SD *n* = 4 technical repeats (representative of two independent experiments).Representative 3D EM pictures of senescent (20 days after 20‐Gy X‐ray) Parkin‐expressing MRC5 fibroblasts with or without CCCP. Mitochondria are in red; the nucleus in blue.Representative images of cell size, Sen‐β‐Gal activity (blue cytoplasmic staining), macro‐H2A foci and SDHA immunofluorescence in proliferating and senescent (10 days after 20‐Gy X‐ray) Parkin‐expressing MRC5 fibroblasts. Scale bar = 10 μm.Quantification of ROS levels (DHE fluorescence), Sen‐β‐Gal‐positive cells and senescence‐associated heterochromatin foci (SAHF) observed by DAPI in proliferating and senescent (10 days after 20‐Gy X‐ray) control and Parkin‐expressing MRC5 fibroblasts. Data are mean ± SEM of *n* = 3 independent experiments; asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.Representative Western blots showing p21 and p16 expression in proliferating and senescent (10 days after 20‐Gy X‐ray) control and Parkin‐expressing MRC5 fibroblasts. Data are representative of 3 independent experiments.Secreted protein measured in a cytokine array (RayBiotech) of a variety of inflammatory proteins in proliferating and senescent (10 days after 20‐Gy X‐ray) Parkin‐expressing MRC5 fibroblasts. Data are mean ± SEM of *n* = 3 independent experiments. Asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.

**Figure EV1:**
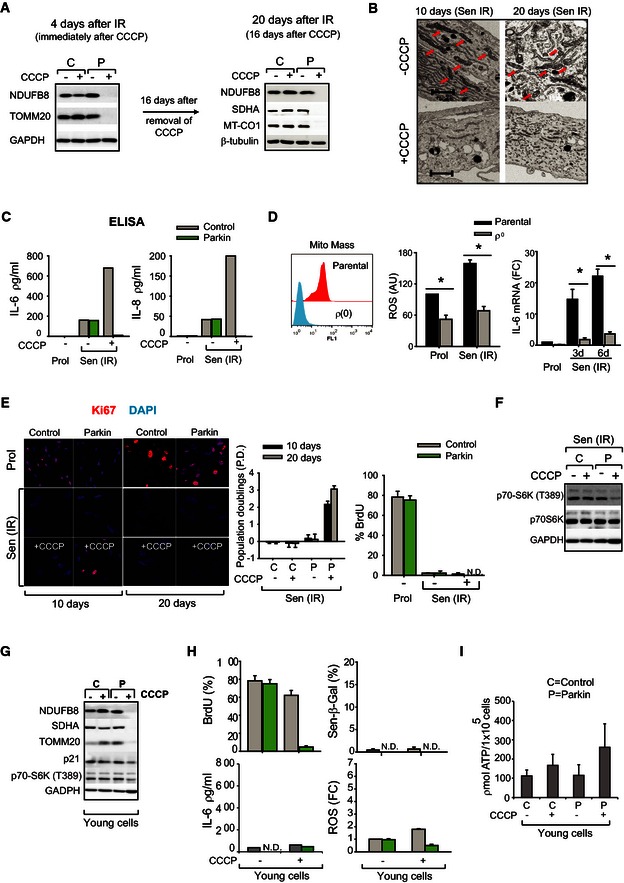
Mitochondria are key factors for the development of pro‐ageing features of cellular senescence Effects of CCCP treatment on mitochondrial depletion, immediately (left) and 16 days (right) after 48 h of 12.5 μM CCCP treatment on irradiated (IR) MRC5 fibroblasts. Cells were irradiated with 20‐Gy X‐ray and treated with 12.5 μM CCCP at day 2 after irradiation. After 48 h of CCCP treatment, cells were either immediately collected for analysis (4 days after IR) or were kept in culture with normal serum‐supplemented medium for 16 days and then harvested for analysis (20 days after IR). Western blots are representative of three independent experiments.T.E.M. images of senescent Parkin‐expressing MRC5 fibroblasts at 10 and 20 days after irradiation, pre‐treated or not with CCCP. Scale bar = 1 μm; red arrows denote mitochondria. Note: when conducting 3D‐EM of 20 days after IR, one cell appeared to have lost Parkin and did not show the depletion of mitochondria (indistinguishable from controls), while those where depletion was complete (the majority) were devoid of intact mitochondria.Levels of secreted IL‐6 and IL‐8 proteins (measured by ELISA) in proliferating and senescent (10 days after 20‐Gy X‐ray) control and Parkin‐expressing MRC5 fibroblasts with or without 12.5 μM CCCP treatment. Data are representative of two independent experiments.(left) Representative flow cytometry histogram of mitochondrial mass staining (NAO) in parental and rho0 143B osteosarcoma cells (data are representative of three independent experiments), (middle) quantification of ROS levels (DHE intensity) and (right) mRNA abundance of the SASP factor IL‐6 in parental and rho0 cells following 10‐Gy X‐ray. Data are mean ± SEM of *n* = 3 independent experiments; asterisks denote a significance by one‐way ANOVA at *P* < 0.05.Representative images of the proliferation marker Ki67 (representative of two independent experiments), quantification of population doublings (PD) and BrdU‐positive cells of proliferating and senescent (10 and/or 20 days after 20‐Gy X‐ray) control and Parkin‐expressing MRC5 fibroblasts with or without 12.5 μM CCCP treatment. Data are mean ± SEM of *n* = 3 independent experiments for PD analysis and mean ± SD of 10 random panes for BrdU analysis.Representative Western blots of mTORC1 activity, measured by p70S6K phosphorylation (T389), in senescent (10 days after 20‐Gy X‐ray) control (C) and Parkin‐expressing (P) MRC5 fibroblasts. Data are representative of 3 independent experiments.Representative Western blots showing the absence of mitochondrial proteins (NDUFB8, SDHA, UQCRC2 and TOMM20), expression of p21 and mTOR activity (measured by phosphorylation of the p70S6K (T389)) in proliferating control and Parkin‐expressing MRC5 fibroblasts (10 days after 48 h of 12.5 μM CCCP treatment). Data are representative of two independent experiments.Quantification of BrdU‐positive cells (data are mean ± SD of *n* = 2 independent experiments), Sen‐β‐Gal activity (data are mean ± SD from 10 random planes), IL‐6 secretion measured by ELISA (data are representative of two independent experiments) and ROS levels measured by DHE intensity (data are mean ± SD of *n* = 3 technical repeats) of proliferating control and Parkin‐expressing MRC5 fibroblasts (after 48 h of 12.5 μM CCCP treatment).Steady‐state cellular ATP levels were measured using an ATP luciferase Kit (Invitrogen) in proliferating control and Parkin‐expressing MRC5 fibroblasts (after 48 h of 12.5 μM CCCP treatment). Data are mean ± SEM of *n* = 3 independent experiments.

Elimination of mitochondria upon the induction of senescence impacted on the development of specific effectors and phenotypes of senescence. Mitochondria‐depleted cells showed substantially reduced cell size, Sen‐β‐Gal activity, the formation of heterochromatin foci, ROS generation and expression of the cyclin‐dependent kinase inhibitors p21 and p16 (Fig 1E–G). By conducting a cytokine array, we found that the secretion of major SASP factors such as IL‐6, IL‐8, GRO and MCP‐1 was drastically reduced following mitochondrial clearance (Fig 1H). Independent ELISAs confirmed that the secretion of the SASP components IL‐6 and IL‐8 was barely detectable in the culture media of mitochondria‐depleted senescent cells (Fig EV1C). Similar results were observed in rho0 cells, which are depleted of mtDNA and possess few petite mitochondria. Rho0 cells produced reduced levels of ROS and the pro‐inflammatory cytokine IL‐6 in both basal conditions and during X‐ray‐induced senescence (Fig EV1D).

Live‐cell imaging of mitochondria‐depleted cells for over 2 weeks revealed cells displaying morphological features of non‐senescent fibroblasts (Movies EV3 and EV4). Mitochondria‐depleted cells, despite showing a slight increase in proliferation until 10 days, as shown by a small rise in the percentage of Ki67‐positive cells and population doublings, had an extremely slow division rate (around 0.3 times that of young proliferating cells) and eventually stopped dividing at 20 days post‐induction of senescence (Fig EV1E). Together with these observations, we found that mTOR activity, a master regulator of cell growth and division, was decreased in senescent mitochondria‐depleted cells (Fig EV1F). Similar results were observed in young proliferating cells, where the depletion of mitochondria resulted in decreased mTOR activity and impairment of cell proliferation (Fig EV1G and H). Nevertheless, the cell cycle inhibition was not accompanied by the development of senescence‐associated alterations (Fig EV1H) or decreased ATP levels in the young mitochondria‐depleted cells (Fig EV1L).

In order to further understand the impact of mitochondria on senescence, we performed RNA‐seq analysis on proliferating (Prol), senescent (Sen) and mitochondria‐depleted senescent cells (MDSen). 

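The cells were MRC5, a line of human lung fibroblasts, expressing Parkin, a ubiquitin ligase that marks depolarised mitochondria for removal by autophagy, so that the uncoupler CCCP clears mitochondria from them. Each of the 3 groups had 3 libraries. Sen libraries were from cells 10 days after 20 Gy X-ray irradiation, and MDSen libraries from cells irradiated in the same way that received 12.5 μM CCCP for 48 h and were harvested 6 days after its removal. Libraries were made from oligo-dT selected RNA and sequenced as paired ends. The authors trimmed the reads, aligned them to the human genome (hg19) with TopHat2, removed duplicate reads and calculated FPKM values (fragments scaled to transcript length and to the mapped fragments of the library) with Cufflinks. These FPKM, a value per gene and library with no read counts, are the values used here. The FPKM of all genes summed to between 700260 and 723923 in Prol, 757317 and 779100 in Sen and 605835 and 651012 in MDSen. The number of reads is not given by FPKM, but the smallest values above 0 fall on steps of a single fragment. These steps were taken in olfactory receptor genes of 850 to 1000 bp, matched within 2%, and rested on 6 to 17 genes per library. From them, the depth relative to the median library was 0.781 to 1.12 in Prol, 0.953 to 1.00 in Sen and 1.01 to 1.23 in MDSen. The deepest library was thus estimated to hold 1.58 times the fragments of the shallowest.
Reads of the introduced Parkin align to PARK2 (ENSG00000185345, chromosome 6 from 161768452 to 163148803), whose FPKM was 1244 ± 19.5 in Prol, 905 ± 72.1 in Sen and 910.0 ± 49.9 in MDSen (mean ± SD, n = 3 libraries in each group here and below). Of the 63129 genes listed, the 12728 protein coding genes with a mean FPKM of at least 0.5 over the 9 libraries were tested. FPKM were converted to log2(FPKM + 0.1), a scale that understates the change of genes of low FPKM, and all 9 libraries were fitted together with limma. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1, and the limma p rests on a spread shared across genes. On the log2 scale, libraries of a group correlated at 0.975 to 0.989 and libraries of different groups at 0.866 to 0.911 (Pearson's r across genes). The first principal component, with 47.6% of the variance, set the MDSen libraries apart from Prol and Sen, and the second, with 38.7%, set Prol apart from Sen with MDSen between them. FPKM were compared as deposited, without further scaling between libraries. The median change of all genes tested was -0.16 on the log2 scale in Sen against Prol and 0.17 in MDSen against Sen.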

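In Sen against Prol, 1093 genes were called up-regulated and 1343 down-regulated. In MDSen against Sen, 1546 genes were up-regulated and 1552 down-regulated. The threshold on the size of the change moved these counts most. Without it, 3291 and 5257 genes passed in Sen against Prol and 5412 and 3697 in MDSen against Sen. The balance of directions moved with the scaling. At a common total of FPKM, the counts up and down were 919 and 1701 in Sen against Prol and 2819 and 1110 in MDSen against Sen. With quantile normalization they were 1312 and 1070 in Sen against Prol and 1329 and 1665 in MDSen against Sen. The 3 libraries of each group did not overlap for 9044 of the genes tested in Sen against Prol and for 9269 in MDSen against Sen, where chance gives 10%. Among the genes up-regulated in Sen, 81.9% had a lower mean in MDSen than in Sen whatever the size of the change, and all genes up-regulated in Sen had a median log2 fold change of -0.92 in MDSen against Sen beside 1.44 in Sen against Prol. Among the genes down-regulated in Sen, 79.6% had a higher mean in MDSen, and all genes down-regulated in Sen had a median log2 fold change of 0.66 beside -1.37. Across the 4506 genes called in either comparison, the 2 log2 fold changes correlated with a Pearson's r of -0.468 and a Spearman's rho of -0.457. Genes are not independent replicates, and both comparisons use the same Sen libraries, which makes r negative with no effect at all. The shares of 81.9% and 79.6% and the medians in MDSen against Sen are pulled in the same way. No simulated value stands beside them. In 20 simulated sets of libraries in which depletion had no effect, r was -0.153 on average, with a range of -0.243 to -0.103. That r rests almost only on genes called in Sen against Prol, unlike the observed one. In 20 sets in which the effects of depletion were dealt to other genes of like expression, r was -0.0429 on average (range -0.0650 to -0.0164). With 1 Sen library set against Prol and the other 2 against MDSen, for each of the 3 in turn, r stayed between -0.426 and -0.408. Taking each fold change from arithmetic means of FPKM gave the r nearest 0 of the alternatives, -0.386.

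**Figure D1:**
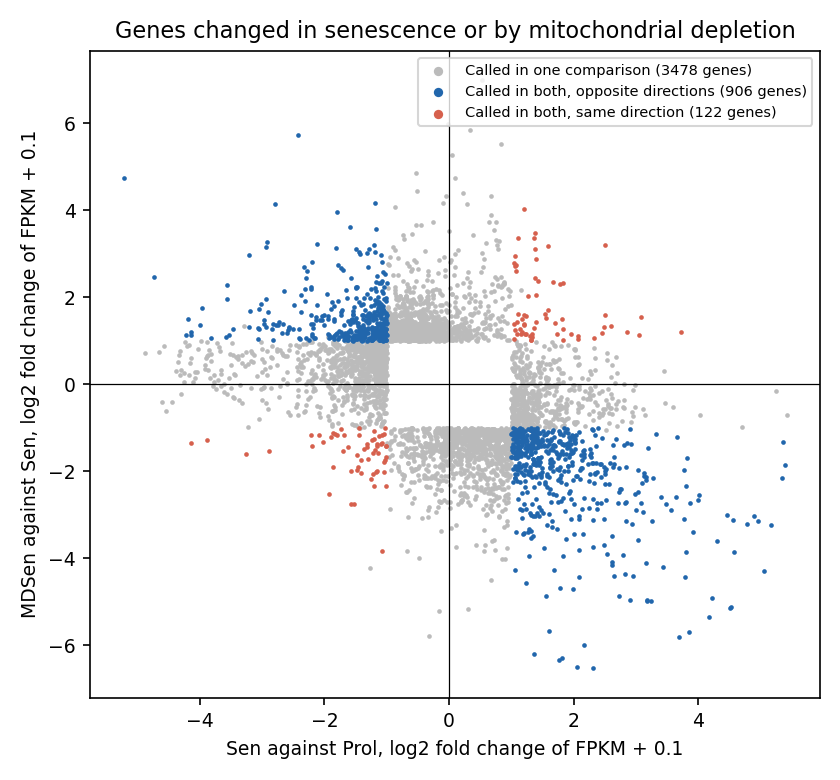
Log2 fold change of FPKM + 0.1 in Sen against Prol (x axis) and in MDSen against Sen (y axis) for each gene called in either comparison, 1 point per gene. The 1028 genes called in both lie mostly in the upper left and lower right, where the directions are opposite (blue). Red marks the same direction in both and grey a call in 1 comparison alone.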

Analysis of all genes that are differentially expressed between Prol, Sen and MDSen showed that there was a tendency for genes down‐regulated in senescence to be up‐regulated upon mitochondrial depletion and for genes up‐regulated in senescence to be down‐regulated upon mitochondrial depletion (Fig 2A). We observed that 41% of genes up‐regulated in senescence are down‐regulated upon mitochondrial depletion (while only 6% are up‐regulated) and 33% of genes down‐regulated in senescence are up‐regulated upon mitochondrial depletion (while only 4% are down‐regulated). 

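Among the genes called up-regulated in Sen, 509 (46.6%) were called down-regulated in MDSen against Sen (exact hypergeometric test, two-sided, p = 6.34e-199) and 63 (5.76%) up-regulated (p = 2.76e-13). Among the genes called down-regulated in Sen, 397 (29.6%) were called up-regulated in MDSen (exact hypergeometric test, p = 9.81e-75) and 59 (4.39%) down-regulated further (p = 9.46e-25). These p-values treat genes and the 2 comparisons as independent, when each share would lie between 12.1% and 12.2%, but both comparisons use the same Sen libraries and genes are not independent. In simulated libraries in which the effects of depletion were dealt to other genes of like expression, 17.7% of the genes up in Sen were called down and 13.2% up on average, and 14.6% of the genes down in Sen were called up and 13.5% down. Changes in opposite directions were more frequent, and those in the same direction less frequent, than in these. The alternative that moved the shares most was again the one with no threshold on size, at 59.7% and 15.2% of the genes up in Sen and 65.2% and 12.0% of the genes down in Sen.
In each of these 4 classes, the 3 genes with the largest changes in both comparisons follow, taken among genes whose libraries do not overlap between the groups in either, on the hg19 coordinates of the authors' values. HS3ST1 (ENSG00000002587, chromosome 4 from 11394774 to 11431389), a heparan sulphate sulphotransferase, had an FPKM of 0.0777 ± 0.0424 in Prol, 3.94 ± 0.573 in Sen and 0.0145 ± 0.00723 in MDSen. Its log2 fold change was 4.53 in Sen against Prol (standard error 0.25, limma's Benjamini-Hochberg adjusted p = 2.28e-07) and -5.13 in MDSen against Sen (adjusted p = 7.84e-08). WFDC1 (ENSG00000103175, chromosome 16 from 84328252 to 84363450) went from 1.54 ± 0.0549 in Prol to 38.3 ± 9.44 in Sen and 0.968 ± 0.0790 in MDSen, and OLR1 (ENSG00000173391, chromosome 12 from 10310902 to 10324737), a scavenger receptor, from 1.85 ± 0.554 to 63.0 ± 2.68 and 3.11 ± 0.113. The genes up-regulated in both comparisons were led by IGFBP3 (ENSG00000146674, chromosome 7 from 45951949 to 45961473), at 21.2 ± 1.01 in Prol, 121 ± 10.8 in Sen and 1103 ± 46.3 in MDSen, with log2 fold changes of 2.50 (standard error 0.078, limma's adjusted p = 8.64e-09) and 3.20 (adjusted p = 1.63e-09). HIST1H2BD rose by 1.82 and 2.32, and the transcription factor ATF3 by 1.78 and 2.31. The value of HIST1H2BD is uncertain, since reads of closely related histone genes could be shared between them. Of the genes down-regulated in Sen and up-regulated in MDSen, CDCA2 (ENSG00000184661, chromosome 8 from 25316513 to 25365436) had an FPKM of 11.3 ± 0.561, 1.13 ± 0.176 and 9.54 ± 0.298 in Prol, Sen and MDSen, with log2 fold changes of -3.21 (standard error 0.11, limma's adjusted p = 1.44e-08) and 2.97 (adjusted p = 1.77e-08). FAM196B changed by -2.95 and 3.15 and ID4 by -2.93 and 3.27. Of the genes down-regulated in both comparisons, FABP3 (ENSG00000121769, chromosome 1 from 31838472 to 31849697), a fatty acid binding protein, fell from 61.1 ± 6.68 to 16.2 ± 3.63 and 2.71 ± 0.207, with log2 fold changes of -1.92 (standard error 0.15, limma's adjusted p = 2.10e-06) and -2.52 (adjusted p = 2.47e-07). S100A3 changed by -1.87 and -1.91 and GALNT6 by -1.58 and -2.00. MYO18A (-5.23 and 4.74), at 0 in Sen replicates 1 and 2, and RP11-599B13.6, whose libraries overlap, were left out by this rule.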

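Both directions together made 906 genes that were called in Sen against Prol and called in the opposite direction in MDSen against Sen, 37.2% of the 2436 genes changed in senescence (exact hypergeometric test, two-sided, p = 2.35e-254). With each library left out in turn, the share was 35.1% to 39.7%. With 1 Sen library set against Prol and the other 2 against MDSen, it was 30.0%, 36.5% and 36.8%. In this last setting the comparison with Prol rests on a single Sen library, which has no spread of its own. In simulated libraries in which depletion had no effect, at most 0.0400% of the genes were called in opposite directions. That share was near 0 by construction, since 0.05 genes on average were called there in MDSen against Sen. Where the observed effects of depletion were dealt to other genes of like expression, 16.0% were called in opposite directions (range 14.1% to 17.4%), beside 13.3% in the same direction.
On the log2 scale, the median gene up-regulated in senescence returned 63.2% of the way from Sen to Prol (quartiles 16.7% and 104%), and the median gene down-regulated in senescence 40.9% (quartiles 6.55% and 77.9%). Scaling the libraries to a common total of FPKM moved these medians most, to 47.3% and 60.7%. Of the genes called in opposite directions, 713 (78.7%) were not called between MDSen and Prol, 81 were still called on the side of Sen and 112 had passed the level of Prol.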

In total, 38% of all senescent‐associated changes are reversed upon mitochondrial depletion (Fig 2B). Analysis of the 10 most significantly enriched (FDR ≤ 5%) Gene Ontologies (GO) for the “fully reversed” genes, as defined by the tool DAVID include “response to wounding”, “inflammatory response” and “biological and cell adhesion” which comprise many of the SASP genes (Fig 2C). 

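Gene Ontology annotation was not used here, and 10 gene families defined by their symbols stand in its place. Each was set against the genes called in Sen against Prol, since only these can be reversed. All 4 interleukins changed in senescence were reversed (IL6, IL12A, IL16 and IL24), as were 7 of 9 cadherins and protocadherins, 4 of 6 serpins, 3 of 5 laminins (LAMA4, LAMA5 and LAMB1), 3 of 6 chemokines (CCL2, CXCL1 and CXCL10) and 5 of 11 collagens (COL1A2, COL3A1, COL4A5, COL4A6 and COL5A2). 2 of 5 matrix metalloproteinases (MMP1 and MMP15), 1 of 5 integrins (ITGA11), 19 of 43 solute carriers and 13 of 36 zinc finger genes were reversed. A reversed gene may have risen or fallen in Sen. Of the reversed genes, 3 of 4 interleukins, 6 of 7 cadherins and protocadherins and 2 of 4 serpins had risen in Sen. So had 1 of 2 metalloproteinases, 14 of 19 solute carriers and 4 of 13 zinc finger genes. The reversed laminins, chemokines, collagens and integrin had all risen in Sen. Fisher's exact test (two-sided) gave p = 0.0160 for the cadherins and p = 0.0191 for the interleukins, and a Benjamini-Hochberg adjusted p of 0.0953 for both, the lowest of the 10 families, so that none passed 0.05. Against all genes tested instead, 6 families passed, with the interleukins (adjusted p = 0.0120), cadherins, serpins, collagens and laminins holding more reversed genes than other genes and the zinc fingers fewer (adjusted p = 0.00359). Reads of the protocadherin beta genes, 4 of the cadherins counted, could be shared between these similar neighbours, and their values are uncertain.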

In fact, by analysing specifically SASP components (Coppé *et al*, 2008), we found that the vast majority was down‐regulated at the mRNA level in mitochondria‐depleted cells. 

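The SASP list here holds 92 genes, written down from general knowledge of SASP factors before the values were seen but after the paper's own Fig 2D had been looked at, of which 62 were tested. 38 of the tested genes (61.3%) had a lower mean in MDSen than in Sen and 24 a higher one. 25 were called down-regulated and 9 up-regulated, the same numbers with p adjusted over the list alone. The median log2 fold change of the list was -0.61 in MDSen against Sen and 0.30 in Sen against Prol, where 42 of the tested genes were above 0. As a list, the genes were shifted downwards in MDSen against Sen in limma's camera test with a preset correlation between genes (Benjamini-Hochberg adjusted p over 33 list tests = 0.00135) and in its rotation test fry (adjusted p = 1.19e-06), but not past 0.05 with the correlation estimated from the libraries (adjusted p = 0.0550, with a range of 1.19e-06 to 0.0550 over the alternatives).
Of the secreted factors the paper measures as protein, IL6 (ENSG00000136244, chromosome 7 from 22765503 to 22771621) had an FPKM of 4.99 ± 1.21, 11.2 ± 0.485 and 4.39 ± 0.252 in Prol, Sen and MDSen, with log2 fold changes of 1.18 in Sen against Prol (standard error 0.16, adjusted p = 0.000116 from limma) and -1.33 in MDSen against Sen (adjusted p = 3.92e-05). IL8 (ENSG00000169429, chromosome 4 from 74606223 to 74609433) had 12.6 ± 1.47, 8.54 ± 2.31 and 3.61 ± 0.209, so that it fell by 1.18 on the log2 scale in MDSen against Sen (limma's adjusted p = 0.000249), and its mean was lower in Sen than in Prol (-0.59, adjusted p = 0.0170). Without Prol replicate 1 or Prol replicate 3, the adjusted p of this last change was 0.0598 and 0.0564, with a range of 0.00252 to 0.0598 over the alternatives for which it was computed. With the trends on GC content and length removed, a correction chosen after the values were seen, this change was -0.069. The change of IL8 in MDSen against Sen was -0.90 at a common total of FPKM, under the threshold on size. It stayed past the threshold with median ratios (-1.24) and quantiles (-1.30). For the GRO chemokines, CXCL1 (ENSG00000163739, chromosome 4 from 74735110 to 74736959) had 0.860 ± 0.163, 2.35 ± 0.856 and 0.126 ± 0.0120 and fell by 3.39 in MDSen against Sen (limma's adjusted p = 1.48e-06), CXCL3 fell by 1.72 (adjusted p = 6.90e-06), and CXCL2 fell by 0.66 and was not called. At this low FPKM, fold changes are understated, and reads of these similar genes could be shared. CCL2 (ENSG00000108691, chromosome 17 from 32582304 to 32584222), which encodes MCP-1, had 18.0 ± 0.857, 81.1 ± 13.8 and 7.28 ± 0.509 and fell by 3.45 (limma's adjusted p = 7.72e-09). On the log2 scale with the pseudocount, the largest fall of the list was that of HGF (ENSG00000019991, chromosome 7 from 81328322 to 81399754), from 42.8 ± 6.78 in Sen to 3.41 ± 0.508 in MDSen (-3.61, limma's adjusted p = 1.57e-08), while by the ratio of mean FPKM CXCL1 fell more (18.7-fold, HGF 12.6-fold). The largest rises were those of CCL3, from 0.202 ± 0.163 to 12.5 ± 1.77, whose near-identical copies leave its value uncertain, of SERPINB2, from 29.7 ± 3.52 to 275 ± 8.45, and of IGFBP3. VEGFA, also on the list, rose from 40.3 ± 3.06 to 229.7 ± 8.98 (2.51, limma's adjusted p = 8.52e-09).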

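25 of the SASP genes tested were called in Sen against Prol, 19 of them up-regulated and 6 down-regulated. 13 of these (52.0%) were called in the opposite direction in MDSen against Sen: PLAT, TNFRSF11B, CCL2, IGFBP7, MST1, IGFBP2, IGFBP4, CXCL1, IL6, FN1 and FGF7 rose in Sen and fell in MDSen, and MMP1 and SERPINB2 fell in Sen and rose in MDSen. IGFBP3 alone (4.00%) was called in the same direction in both. 22 of the 25 moved back towards Prol by any amount, among them TIMP1 (-0.96) and AXL (0.93), which lay just inside the threshold on size. Among the other genes called in Sen against Prol, 37.0% were reversed, and the difference from the SASP genes did not pass Fisher's exact test (two-sided, p = 0.146). This comparison depended on the setting. With a pseudocount of 1, 12 of 20 SASP genes were reversed (Fisher's exact test, p = 0.0153), and the share was 59.3% without Sen replicate 2 (Fisher's exact test, p = 0.0133) and 57.7% without MDSen replicate 2 (Fisher's exact test, p = 0.0414). Ordered by the smaller of their 2 changes, the reversed genes were led by PLAT (3.09 in Sen against Prol and -2.73 in MDSen against Sen) and TNFRSF11B (2.31 and -3.13), named after their values were seen.

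**Figure D2:**
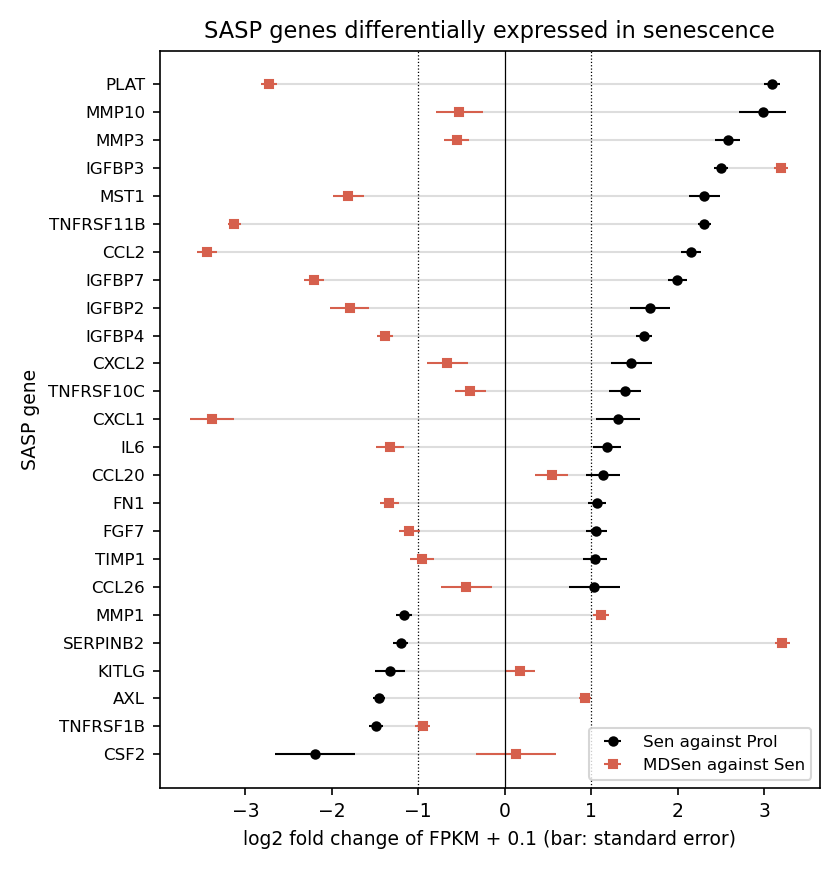
Log2 fold change of FPKM + 0.1 (x axis) of each of the 25 SASP genes called in Sen against Prol (y axis), in Sen against Prol (black circles) and in MDSen against Sen (red squares). Bars are standard errors from the fit and dotted lines mark the threshold on size. 17 of the 19 genes up-regulated in Sen lie below 0 in MDSen against Sen.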

60% of the SASP genes which are significantly different between proliferating and senescent were reversed upon mitochondrial depletion, whereas only 5% were exacerbated (Fig 2D). In contrast, analysis of genes belonging to the GO term “cell cycle” showed generally no rescue following mitochondrial clearance, with only a small subset of cell cycle genes increasing at relatively low magnitude (Fig 2D).

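The cell cycle list here, S phase and G2/M genes in common use for single cells and not the GO term of the paper, had 96 genes tested. 87 were called down-regulated in Sen against Prol, with a median log2 fold change of -2.77, and 0 had a higher mean in Sen at any size. Counts adjusted over the list alone were the same. 15 of the 87 (17.2%) were called up-regulated in MDSen against Sen, with changes of 1.03 to 2.97, and 9 of these were still called lower than in Prol. 71 had a higher mean in MDSen than in Sen by any amount. Over all 87, the median log2 fold change in MDSen against Sen was 0.51 and the median way back to Prol 16.8%. For the other genes down-regulated in Sen, 30.4% were called up-regulated in MDSen (Fisher's exact test, two-sided, p = 0.0103) and the median way back was 43.3%. Without Sen replicate 2 or MDSen replicate 1, the shares of cell cycle genes were 18.6% and 19.5% and the difference from the other genes no longer passed (Fisher's exact test, p = 0.0779 and 0.0650). With libraries scaled to a common total of FPKM the share was 35.6% (Fisher's exact test, p = 0.0770). With a pseudocount of 1 it was 9.30% (Fisher's exact test, p = 0.00505), and with the trends on GC content and length removed 9.64% (p = 0.000483). 74 of the 87 were called lower in MDSen than in Prol. As a list, the 96 genes lay higher in MDSen than in Sen (median 0.47, camera adjusted p = 0.00163, 0.468 with the estimated correlation, 4.74e-05 to 0.468 over the alternatives) and far lower than in Prol (median -1.91, camera adjusted p = 1.02e-24).
MKI67 (ENSG00000148773, chromosome 10 from 129894923 to 129924649), which encodes the proliferation marker Ki67, had an FPKM of 25.8 ± 1.53, 1.25 ± 0.406 and 1.04 ± 0.249 in Prol, Sen and MDSen, with log2 fold changes of -4.31 in Sen against Prol (standard error 0.24, limma's adjusted p = 2.36e-07) and -0.22 in MDSen against Sen (adjusted p = 0.423). Without Sen replicate 2 the last change was -0.50, with an adjusted p of 0.0189 (0.0189 to 0.900 over the alternatives), and at a common total it was 0.038. The genes with the largest rises were CDCA2, DTL (ENSG00000143476, chromosome 1 from 212208919 to 212280742), from 1.35 ± 0.356 in Sen to 5.44 ± 0.263 in MDSen beside 10.9 ± 2.00 in Prol, and CKS2, from 37.3 ± 5.73 to 141 ± 5.28 beside 184 ± 10.7. The paper states in the title of Fig 2 that mitochondria contribute to how the senescent phenotype develops, and to the SASP in particular.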

**Figure 2:**
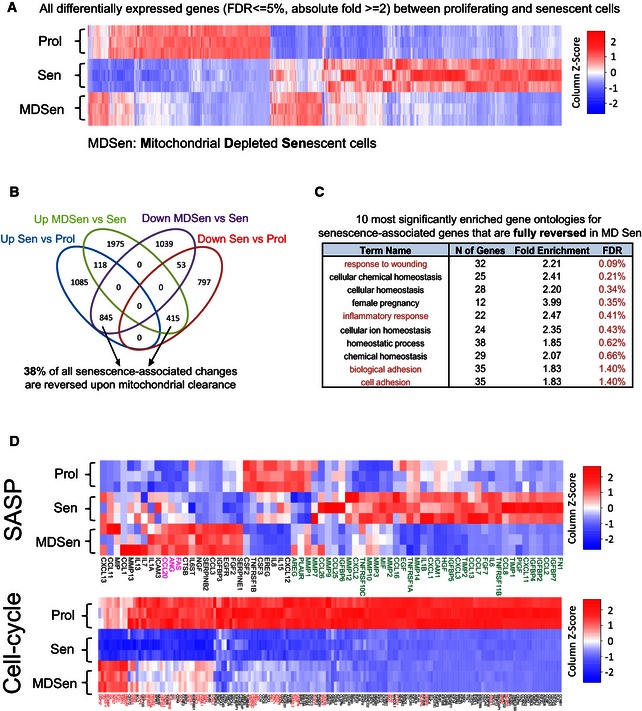
Global transcriptomic analysis reveals that mitochondria are significant contributors to the development of the senescent phenotype, particularly the SASP Column clustered heatmap showing all genes that are differentially expressed between proliferating (Prol), senescent (Sen) and mitochondria‐depleted senescent (MDSen) Parkin‐expressing MRC5 fibroblasts (FDR ≤ 5%, absolute fold ≥ 2). Genes are by column and samples by row. The colour intensity represents column Z‐score, where red indicates highly and blue lowly expressed.Venn diagram showing the overlap of the differentially expressed genes (FDR ≤ 5%, absolute fold ≥ 2) between proliferating and senescent cells and between senescent and MD senescent cells. Direction of change is indicated.Table of the 10 most significantly enriched (FDR ≤ 5%) gene ontologies for the “fully reversed” genes, as defined by the tool DAVID. Ontologies that are amongst the 10 most significantly enriched for genes that are significantly up‐regulated between proliferating and senescent cells are indicated in red.Column clustered heatmaps of all SASP genes and cell cycle genes that are differently expressed in senescence; genes are by column and samples by row. The colour intensity represents column Z‐score, where red indicates highly and blue lowly expressed. SASP heatmap: genes that are labelled in green represent the 60% that are fully reversed and genes labelled in pink represent the 5% that became exacerbated upon mitochondria clearance. Cell cycle heatmap: genes labelled in red are significantly changed upon mitochondria clearance.

One possibility to explain these observations would be that the absence of mitochondria significantly impairs the cell's energy production capacity, thereby precluding the execution of the senescence programme. In order to test this hypothesis, we analysed the bioenergetics status of mitochondria‐depleted cells. Analysis of the extracellular acidification rate (ECAR) (Fig EV2A) confirms that mitochondria‐depleted senescent cells have a substantially increased glycolytic rate when compared to controls; the addition of the glucose uptake inhibitor 2‐deoxyglucose (2DG) has a considerably stronger effect in ECAR of mitochondria‐depleted cells than in controls (Fig EV2A). Furthermore, glycolysis‐dependent ATP production rate is greater in mitochondria‐depleted senescent cells than the ATP production rate driven collectively by both glycolysis and OXPHOS in controls (Fig EV2B). Subsequent measurements of steady‐state cellular ATP levels confirmed that these were elevated in mitochondria‐depleted cells when compared to senescent controls (Fig EV2C). Consistent with a reliance on glycolysis, glycolysis‐associated genes were generally up‐regulated in mitochondrial‐depleted senescent cells (Fig EV2D). Together, these data suggest that the failure to execute the senescence programme is not dependent on ATP levels.

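21 of the 32 genes of a list of glycolytic enzymes, lactate dehydrogenases and glucose transporters were expressed highly enough to test. 13 (61.9%) were called up-regulated in MDSen against Sen and 0 down-regulated by limma, the same counts with p adjusted over the list alone. 2 were lower at an unadjusted p under 0.05, whatever the size of the change. Of the other genes, 12.1% were up-regulated (Fisher's exact test, two-sided, p = 9.45e-08). 17 of the 21 had a higher mean in MDSen, and the median log2 fold change was 1.38 (camera adjusted p = 1.34e-05, 0.125 with the estimated correlation, 3.27e-08 to 0.125 over the alternatives). 11 of the 21 were called higher in MDSen than in Prol, and the median log2 fold change of all 21 in MDSen against Prol was 1.07. Between Sen and Prol, 2 genes were called higher (HK2 and SLC2A1) and 2 lower (ENO2 and PFKP). The share was lowest with no filter on low FPKM (43.8%, Fisher's exact test, p = 3.37e-07) and highest with libraries scaled to a common total (76.2%).
ENO2 (ENSG00000111674, chromosome 12 from 7022909 to 7032861) rose most, from an FPKM of 12.9 ± 0.518 in Sen to 235 ± 3.83 in MDSen beside 29.4 ± 2.27 in Prol, a log2 fold change of 4.17 in MDSen against Sen (standard error 0.073, adjusted p = 3.57e-10 from limma with Benjamini-Hochberg adjustment). HK2 (ENSG00000159399, chromosome 2 from 75061108 to 75120486) rose from 12.5 ± 1.46 to 140.3 ± 10.0 (3.48, limma's adjusted p = 3.44e-09) and LDHA (ENSG00000134333, chromosome 11 from 18415935 to 18429972) from 271 ± 12.6 to 2067 ± 68.3 (2.93, limma's adjusted p = 7.68e-10). GAPDH rose from 1469 ± 63.5 to 3808 ± 159 (1.37, limma's adjusted p = 1.12e-07). In each of these genes every MDSen library lay above every Sen and Prol library. GAPDH, LDHA and several other genes of the list have processed pseudogenes, with which their reads could be shared.

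**Figure D3:**
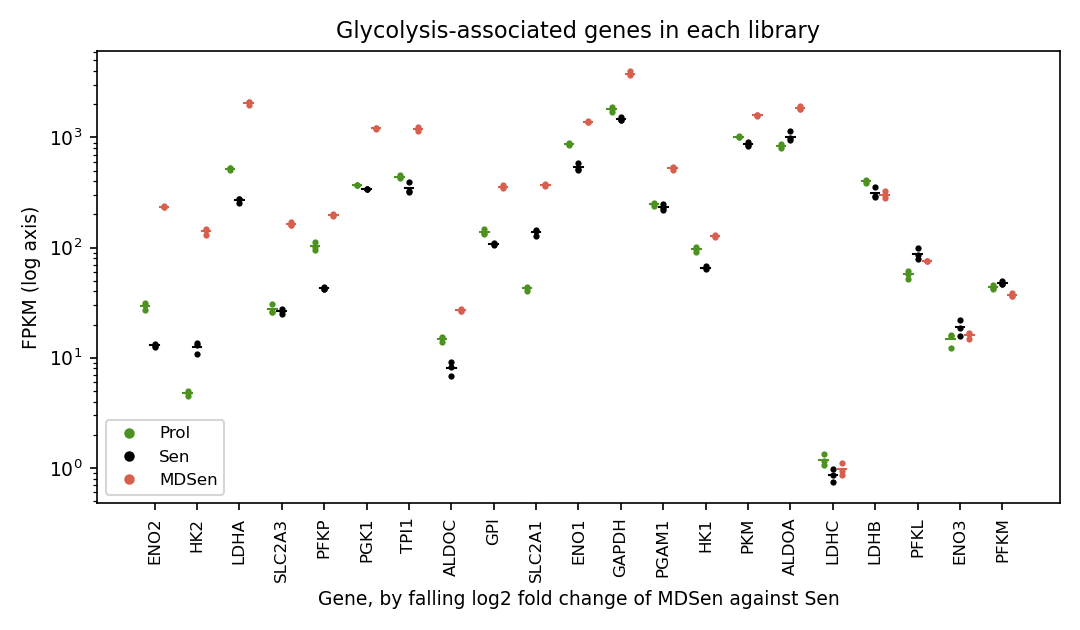
FPKM on a log axis (y axis) of the 21 glycolysis-associated genes tested (x axis, by falling log2 fold change of MDSen against Sen), with 1 point per library of Prol (green), Sen (black) and MDSen (red) and a line at each group mean. The 13 genes called up-regulated in MDSen against Sen are on the left, from ENO2 to PGAM1.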

**Figure EV2:**
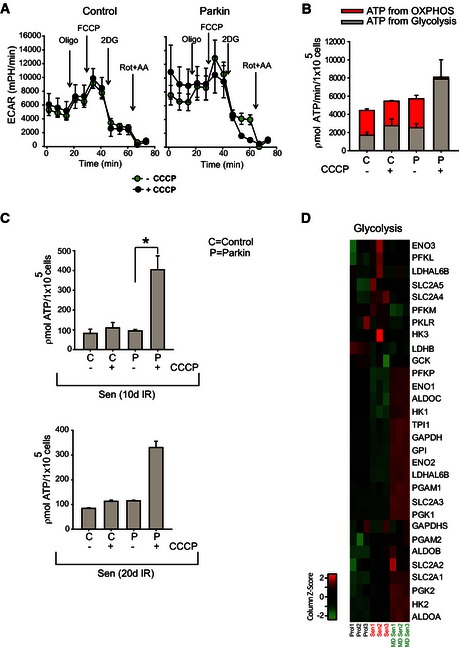
Alleviation of the senescent phenotype in mitochondria‐depleted cells does not compromise ATP generation Extracellular acidification rate (ECAR) of senescent (10 days after 20 Gy) control and Parkin‐expressing MRC5 fibroblasts with or without 12.5 μM CCCP treatment. ECAR was measured using a Seahorse XF24 analyzer. Data are representative graphs from the Seahorse XF24 analyzer software. Data are mean ± SD *n* = 4 technical repeats (representative of two independent experiments).
ATP production rate in senescent (10 days after 20 Gy) control (C) and Parkin‐expressing (P) MRC5 fibroblasts with or without 12.5 μM CCCP treatment (calculated from the OCR and ECAR measured using a Seahorse XF24 analyzer). ATP production by mitochondria was calculated by multiplying the ATP turnover ((basal OCR) – (OCR with oligomycin) by the established phosphorus/oxygen (P/O) ratio of 2.3 (Brand, 2005). ATP production by glycolysis is considered to have a 1:1 ratio with lactate production. The extracellular acidification rate is mainly due to lactate and bicarbonate production and, when calibrated as the proton production rate, indicates glycolytic rate (Birket *et al* 2011; Wu *et al*, 2007). Data are mean ± SD, *n* = 4 technical repeats (representative of two independent experiments).Steady‐state cellular ATP levels were measured using an ATP luciferase assay (Invitrogen) in senescent control and Parkin‐expressing MRC5 fibroblasts with or without 12.5 μM CCCP treatment, at 10 days (data are mean ± SEM, *n* = 3 independent experiments) and 20 days (data are mean ± SD from *n* = 3 technical repeats) after 20‐Gy X‐ray. Asterisk denotes a statistical significance at *P* < 0.05 using one‐way ANOVA.Heatmap of the RNA‐seq analysis of glycolysis‐associated gene expression in proliferating and senescent (10 days after 20 Gy) Parkin‐expressing MRC5 fibroblasts with or without 12.5 μM CCCP treatment. Red indicates up‐regulated genes; green indicates down‐regulated genes. Data are from *n* = 3 independent experiments.

We next investigated whether mitochondrial clearance impacted on other models of cellular senescence. Similar to X‐ray‐induced senescence, clearance of mitochondria during oxidative stress‐induced senescence (Fig EV3A–C), oncogene‐induced senescence (Fig EV3D–F) and replicative senescence (Fig EV3G–J) reduced markers of senescence.

**Figure EV3:**
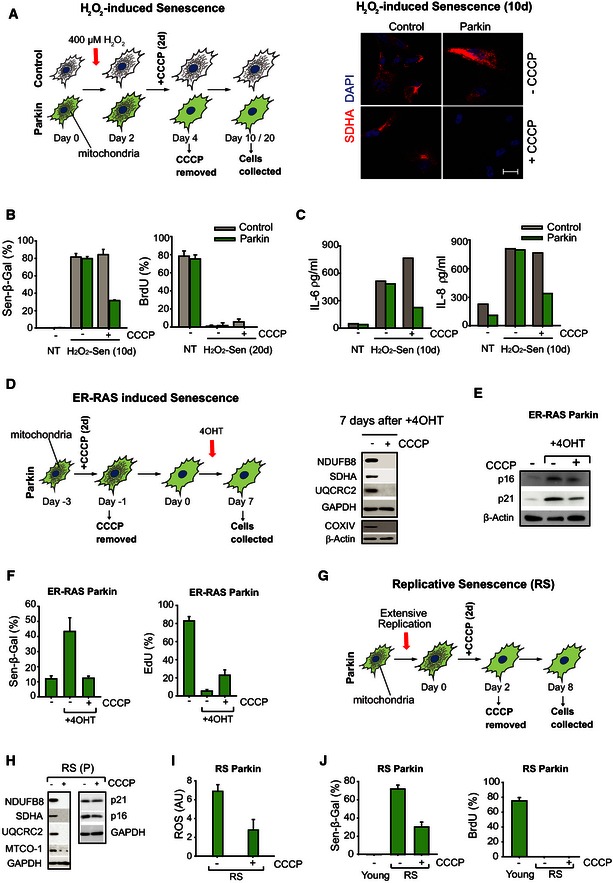
Mitochondria are important for the development of pro‐ageing features of oxidative stress‐induced, oncogene‐induced and replicative senescence (left) Scheme showing experimental design: control and Parkin‐expressing MRC5 fibroblasts were induced to senescence with 400 μM of H_2_O_2_ for 1 h in serum‐free medium. Two days upon the induction of senescence with H_2_O_2,_ cells were treated with 12.5 μM CCCP for 48 h and then cultured in normal serum‐supplemented medium during 6 or 16 days for senescence markers analysis (10 and 20 days following the induction of senescence, respectively); (right) Representative images of the mitochondrial protein SDHA (immunofluorescence) in senescent control and Parkin‐expressing MRC5 fibroblasts, 10 days after the induction of senescence with 400 μM H_2_O_2_. Scale bar = 10 μm.Quantification of Sen‐β‐Gal‐ (data are mean ± SD of *n* = two independent experiments) and BrdU‐positive (data are mean ± SD of 10 random planes) proliferating and senescent (10 and 20 days after the induction of senescence with 400 μM H_2_O_2_) control and Parkin‐expressing MRC5 fibroblasts with or without 12.5 μM CCCP treatment.Levels of secreted IL‐8 and IL‐6 proteins (measured by ELISA) in proliferating and senescent (10 days after the induction of senescence with 400 μM H_2_O_2_) control and Parkin‐expressing MRC5 fibroblasts with or without 12.5 μM CCCP treatment. Data are representative of two independent experiments.(left) Scheme showing experimental design: oncogene‐induced senescence (OIS) experiments were performed by treating Parkin‐expressing ER‐RAS/IMR‐90 fibroblasts with 12.5 μM CCCP for 48 h, followed by ER‐RAS induction with 100 nM of 4‐hydroxytamoxifen (4‐OHT). Cells were harvested 7 days after ER‐RAS induction; (right) Representative Western blots showing the expression of the mitochondrial proteins NDUFB8, SDHA, UQCRC2 and COXIV in OIS Parkin‐expressing ER‐RAS/IMR‐90 fibroblasts. Data are representative of two independent experiments.Representative Western blots showing the expression of p21 and p16 proteins in OIS Parkin‐expressing ER‐RAS/IMR‐90 fibroblasts, 7 days after ER‐RAS induction. Data are representative of two independent experiments.Quantification of Sen‐β‐Gal‐ and EdU‐positive proliferating and OIS Parkin‐expressing ER‐RAS/IMR‐90 fibroblasts, 7 days after ER‐RAS induction. Data are mean ± SD of *n* = 2 independent experiments.Scheme illustrating the experimental design: Parkin‐expressing MRC5 fibroblasts were cultured until replicative senescence (RS). RS cells were treated with 12.5 μM CCCP for 48 h (until day 2) and then cultured in normal serum‐supplemented medium for 6 days.Representative Western blots showing the absence of mitochondrial proteins from the different mitochondrial complexes: NDUFB8 (complex I), SDHA (complex II), UQCRC2 (complex III) and MTCO‐1 (complex IV) and expression of p21 and p16 in replicative senescent Parkin‐expressing MRC5 fibroblasts, 6 days after 12.5 μM CCCP treatment. Data are representative of two independent experiments.
ROS analysis (DHE intensity) in replicative senescent Parkin‐expressing MRC5 fibroblasts, 6 days after 12.5 μM CCCP treatment. Data are mean ± SD of *n* = 3 technical repeats and are representative of two independent experiments.Quantification of Sen‐β‐Gal‐ and BrdU‐positive cells in proliferating and replicative senescent (RS) Parkin‐expressing MRC5 fibroblasts, 6 days after 12.5 μM CCCP treatment. Data are mean ± SD of 10 random planes and are representative of two independent experiments.

Altogether, these data demonstrated that mitochondria are key factors for the pro‐oxidant and pro‐inflammatory phenotypes. We next sought to explore the mechanisms that regulate mitochondria in cellular senescence.

### PGC‐1β‐dependent mitochondrial biogenesis downstream of a DDR modulates cellular senescence

Activation of a DDR is a prominent initiator of senescence during stress‐induced (Passos *et al*, 2010), replicative (d'Adda di Fagagna *et al*, 2003) and oncogene‐induced senescence (OIS) (Suram *et al*, 2012). In order to understand mitochondria regulation during senescence, we tested the impact of DDR activators on mitochondrial content in a variety of human and mice cell types. DDR activators included X‐ray irradiation, oxidative stress, DNA‐damaging drugs and telomere dysfunction. In all cases, we observed increased mitochondrial mass 2–4 days after DDR activation, suggesting that increased mitochondrial content occurs downstream of a DDR, irrespective of the stimuli (Appendix Fig S1A). Furthermore, mitochondrial mass increased proportionally to the IR dose (Appendix Fig S1B) and directly correlated with DNA damage foci, p21 expression and induction of Sen‐β‐Gal and inversely with the proliferation marker Ki67 (Appendix Fig S1C). These data indicate that mitochondrial mass increase occurs downstream of a DDR and suggest that it may play a role in the development of cellular senescence.

Corroborating the observation that mitochondrial content increases downstream of a DDR, gene expression analysis showed that the mitochondrial biogenesis transcriptional co‐activators *PGC‐1β* and *PGC‐1α* were up‐regulated upon irradiation (Appendix Fig S1D). We then proceeded to investigate whether the stimulation of mitochondrial biogenesis could play a causative role in cellular senescence. In order to directly evaluate the effect of mitochondrial biogenesis on the induction of senescence, we used mouse embryonic fibroblasts (MEFs) isolated from mice without the mitochondrial biogenesis regulator *PGC1‐β*. *PGC‐1β* ^−/−^ MEFs contained lower mitochondrial mass, mtDNA copy number and mitochondrial proteins expression than wild‐type MEFs in both basal conditions and following exposure to senescence‐inducing stimuli (Fig EV4A–C).

**Figure EV4:**
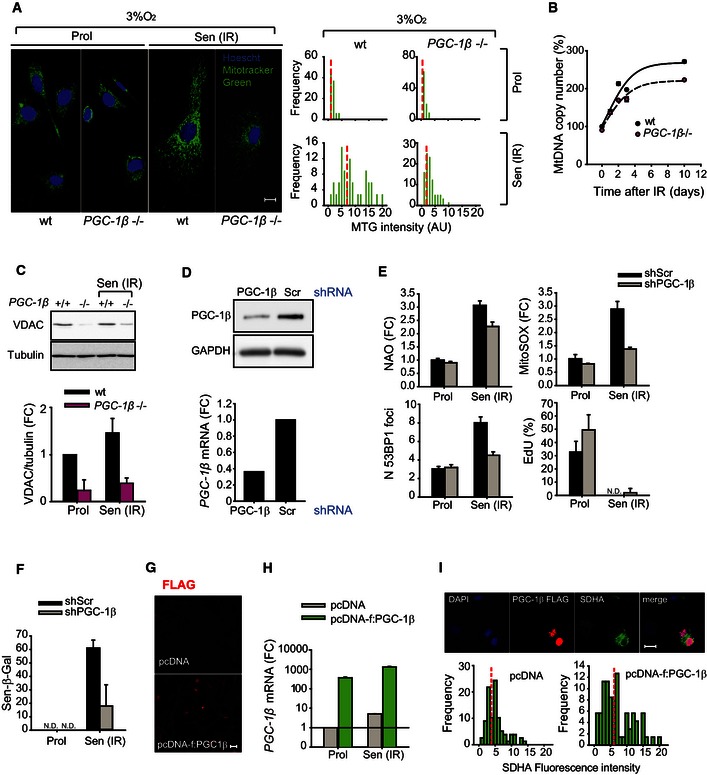
PGC‐1β‐dependent mitochondrial biogenesis modulates cellular senescence (left) Representative images and (right) histograms showing the distribution of MitoTracker green (MTG) immunofluorescence in proliferating and senescent (3 days after 10‐Gy X‐ray) wild‐type and *PGC‐1β* ^−/−^ MEFs. Scale bar = 10 μm. Dashed red lines indicate median MitoTracker green intensity (50–100 cells were quantified per condition).Kinetics of mtDNA copy number after 10‐Gy X‐ray in wild‐type and *PGC‐1β* ^−/−^ MEFs. Data are mean ± SEM of *n* = 3 independent experiments.Expression of the mitochondrial outer membrane protein VDAC in wild‐type and *PGC‐1β* ^−/−^ MEFs 1 day after 10‐Gy X‐ray. Data are mean ± SEM of *n* = 3 independent experiments.Knockdown efficiency of PGC‐1β in human MRC5 fibroblasts infected with a control vector (shScr) and with a shPGC‐1β vector by Western blot and qPCR.Quantification of mitochondrial mass (NAO intensity), mitochondrial ROS (MitoSOX intensity), mean number (N) of 53PB1 foci and Edu‐positive cells in proliferating and senescent MRC5 fibroblasts infected with a control (shScr) and shPGC‐1β vector. Mitochondrial mass and ROS measurements were performed 3 days after 20‐Gy X‐ray (data are mean ± SD of *n* = 3 technical replicates). 53BP1 foci and EdU incorporation were analysed 10 days after 20‐Gy X‐ray (data are mean ± SD of 80–100 cells/condition for 53BP1 analysis and 10 random planes for the EdU incorporation analysis).Quantification of Sen‐β‐Gal‐positive cells in proliferating and senescent (10 days after 20‐Gy X‐ray) MRC5 fibroblasts infected with control (shScr) and shPGC‐1β vectors. Data are mean ± SD 10 random planes.Representative image of FLAG‐PGC‐1β immunostaining 2 days following the transfection of a pcDNA empty vector and pcDNAf:PGC‐1β in wild‐type MEFs. Scale bar = 20 μm.
mRNA expression of *PGC‐1β* in proliferating and senescent (10 days after 10‐Gy X‐ray) wild‐type MEFs following the transfection with pcDNA empty vector and pcDNAf:PGC‐1β. Data are mean ± SEM of *n* = 3 independent experiments.(top) Representative image of FLAG‐PGC‐1β (red) and the mitochondrial protein SDHA (green) double immunostaining and (bottom) histograms showing the distribution of SDHA fluorescence, 2 days after transfection with a pcDNA empty vector and pcDNAf:PGC‐1β in wild‐type MEFs. Scale bar = 10 μm. Dashed red lines indicate median SDHA fluorescence (100 cells were quantified per condition).

When cultured at normal atmospheric oxygen (21% O_2_), MEFs acquire a senescent phenotype after a small number of passages, while when grown at low oxygen (3% O_2_) MEFs show negligible expression of senescence markers and divide at faster rates (Parrinello *et al*, 2003). We found that at 21% oxygen, the absence of PGC‐1β delayed the senescence arrest as shown by colony assays (Fig 3A). In wild‐type MEFs, exposure to ambient oxygen or irradiation impacted on the senescent phenotype shown by reduced frequency of Ki67‐positive cells, increased Sen‐β‐Gal activity and the number of 53BP1 foci. All of these phenotypes could be delayed in the absence of PGC‐1β (Fig 3B and C). Furthermore, we found that mRNA expression of the senescence‐associated genes *p16* and *CXCL1* was significantly reduced in *PGC‐1β* ^−/−^ MEFs following the induction of senescence by X‐ray irradiation (Fig 3D). Similar results were observed in human fibroblasts using a shRNA against PGC‐1β (Fig EV4D–F).

**Figure 3:**
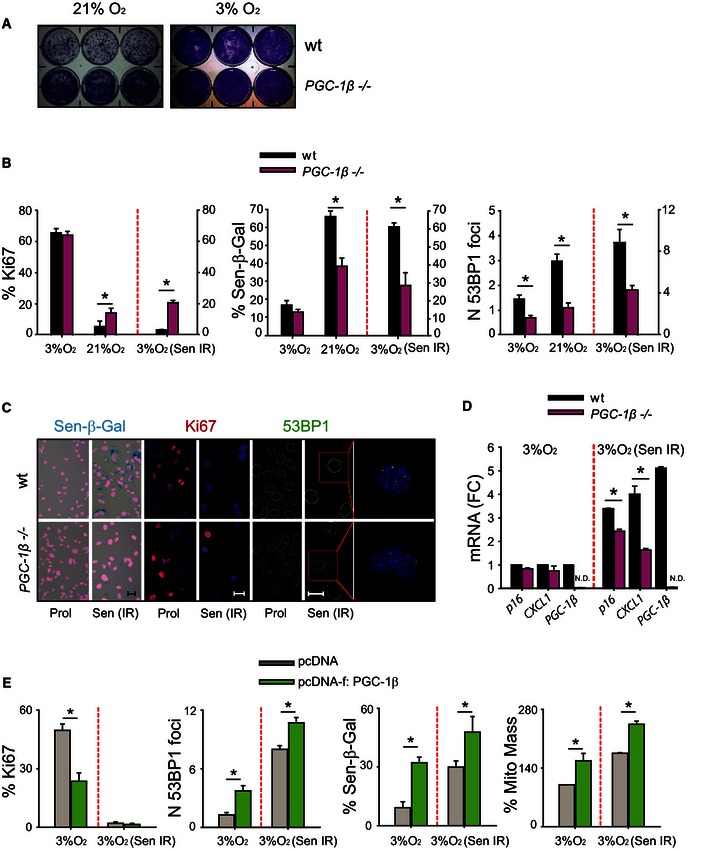
PGC‐1β‐dependent mitochondrial biogenesis downstream of the DDR modulates cellular senescence Representative images of colony assays of wild‐type and *PGC‐1β* ^−/−^ MEFs grown at 3 or 21% O_2_ (10 days after seeding 5,000 cells per well). Data are representative of 3 independent experiments.Effect of 3 or 21% O_2_ and X‐ray irradiation (at 3% O_2_) on the percentage of Ki67 (at day 6) and Sen‐β‐Gal‐positive cells (at day 10) and the number (N) of 53BP1 foci (at day 6) in wild‐type and *PGC‐1β* ^−/−^ MEFs. Data are mean ± SEM of *n* = 3 independent experiments; asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.Representative images of Sen‐*β*‐Gal activity (blue cytoplasmatic staining), Ki‐67 and 53BP1 foci in proliferating and senescent wild‐type and *PGC‐1β* ^−/−^ MEFs (scale bar = 10 μm).
mRNA expression of *PGC‐1β*,*CXCL‐1* and *p16* in proliferating and senescent (10 days after 10‐Gy X‐ray) wild‐type and *PGC‐1β* ^−/−^ MEFs. Data are mean ± SEM of *n* = 3 independent experiments; asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.Effects of overexpression of PGC‐1β on percentage of Ki67‐ and Sen‐β‐Gal‐positive cells, number (N) of 53BP1 foci and percentage change in mitochondrial mass (NAO intensity) in proliferating and senescent (2 days after 10‐Gy X‐ray) MEFs cultured at 3% O_2_. Data are mean ± SEM of *n* = 3 independent experiments. Asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA or two‐tailed *t*‐test.

In contrast, overexpression of *PGC‐1β* (Fig EV4G and H) led to the loss of proliferative capacity and increased Sen‐β‐Gal activity and frequencies of 53BP1 foci both in proliferating and in IR‐induced senescent fibroblasts (Fig 3E). Overexpression of PGC‐1β resulted in a significant increase in mitochondrial mass both in basal conditions and during senescence (Figs 3E and EV4I). Together, these data indicate that mitochondrial mass increases following a DDR and establishes a causal relationship between mitochondrial biogenesis and senescence. We then proceeded to explore the signalling pathways linking the DDR to mitochondrial biogenesis.

### ATM, Akt and mTORC1 integrate DDR signalling towards mitochondrial biogenesis during cellular senescence

The mammalian target of rapamycin (mTOR) pathway has been widely implicated in processes governing mitochondrial turnover. mTOR complex 1 (mTORC1) has been shown to integrate stress signals into the regulation of protein and lipid synthesis and autophagy, all of which are involved in the complex pathways mediating mitochondrial homeostasis (Laplante & Sabatini, 2012).

Following the induction of a DDR using X‐ray irradiation, human fibroblasts show a progressive increase in phosphorylation of the mTORC1 target p70S6K (Fig 4A). Consistent with a role for mTORC1 in DDR‐dependent mitochondrial protein expression, expression of mitochondrial proteins belonging to the OXPHOS complexes I, II, III and IV (NDUFB8, SDHA, UQCRC2 and MT‐CO1) and TOMM20 were significantly reduced by rapamycin treatment, a mTORC1 inhibitor (Fig 4B and Appendix Fig S2A). To test the robustness of our findings, we screened mitochondrial mass as before following treatment with known DDR activators in a variety of human and mouse cell types. In all cases, the increased mitochondrial mass was invariably reduced by rapamycin (Fig 4C). This effect was confirmed at the level of mitochondrial volume fraction and numbers by transmission electron microscopy (T.E.M.), mtDNA copy number (Fig 4D) and live‐cell MitoTracker staining in human fibroblasts (Appendix Fig S2B). Comparable effects were observed in MEFs following stress‐induced senescence (Appendix Fig S2C). mTORC1 inhibition also repressed the expression of *PGC‐1α* and *PGC‐1β* genes and the downstream OXPHOS genes *ATP5G1*,* COX5A* and *NDUFS8* (Appendix Fig S2D and E). In contrast, mTORC1 activation via overexpression of constitutively activate mutated Rheb (N153T) (Urano *et al*, 2007) resulted in increased mitochondrial mass in non‐stressed cells (Appendix Fig S2F).

**Figure 4:**
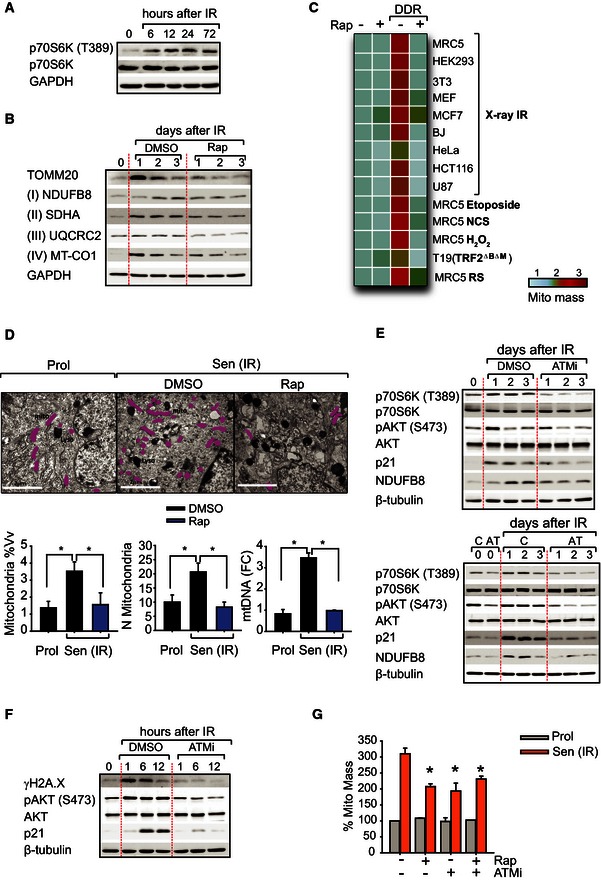
mTORC1 integrates DDR signals towards mitochondrial biogenesis during cellular senescence Representative Western blot of mTORC1 activity measured by phosphorylated p70S6K (T389) from 6 to 72 h after 20 Gy in MRC5 fibroblasts. Data are representative of three independent experiments.Representative Western blots of the mitochondrial proteins TOMM20, NDUFB8 (complex I), SDHA (complex II), UQCR2 (complex III) and MT‐CO1 (complex IV) following 20‐Gy irradiation with or without 100 nM rapamycin treatment in MRC5 fibroblasts. Data are representative of 4 independent experiments.Effect of 100 nM rapamycin on mitochondrial mass (measured by NAO fluorescence) 2–4 days following replication exhaustion (RS), genotoxic stress (generated by X‐ray irradiation, etoposide, neocarzinostatin (NCS), H_2_O_2_) or telomere dysfunction (TRF2^ΔBΔM^) in a variety of cell lines. Data are mean from 3 independent experiments per cell line or treatment.(top) Representative transmission electron microscopy (T.E.M.) micrographs of proliferating and senescent (3 days after 20‐Gy X‐ray) MRC5 fibroblasts treated with or without 100 nM rapamycin. Mitochondria are labelled in pink. Scale bar = 2 μm; (bottom left and middle) Quantification of mitochondrial volume fraction (%V_v_) and mitochondrial number per cross‐section in proliferating and senescent (3 days after 20‐Gy X‐ray) MRC5 fibroblasts treated with or without 100 nM rapamycin. T.E.M. mitochondrial analysis is mean ± SEM of 24 electron micrographs per condition; (bottom right) mtDNA copy number analysis by qPCR in proliferating and senescent (3 days after 20‐Gy X‐ray) MRC5 fibroblasts treated with or without 100 nM rapamycin. Data are mean ± SEM of *n* = 3 independent experiments; asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.Representative Western blots showing the expression of phosphorylated p70S6K (T389) and AKT (S473), the mitochondrial protein NDUFB8 and the DDR downstream target p21 in MRC5 fibroblasts treated with or without 10 μM of the ATM inhibitor KU55933 and in fibroblasts from a patient with ataxia telangiectasis (AT) at different time points after 20‐Gy X‐ray. Data are representative of three independent experiments (ATM inhibitor) and 1 experiment (AT patient).Western blots showing the effect of the ATM inhibitor KU55933 on γH2A.X, AKT phosphorylation and p21 expression in MRC5 fibroblasts after 20‐Gy X‐ray. Data are from one experiment.Effect of rapamycin and/or ATM inhibitor (KU55933) on mitochondrial mass (NAO intensity) in proliferating and senescent (3 days after 20‐Gy X‐ray) MRC5 fibroblasts. Data are mean ± SEM of *n* = 3 independent experiments. Asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.

Previous studies have suggested links between the DDR and the mTOR signalling pathway potentially via protein kinase B (PKB/Akt) phosphorylation: firstly, Akt has been shown to activate mTORC1 by directly phosphorylating the TSC1/TSC2 complex (Inoki *et al*, 2002) or by dissociation of PRAS40 from the essential mTORC1 component RAPTOR (Thedieck *et al*, 2007). Secondly, Akt has been shown to be a direct phosphorylation target of ATM, an upstream driver of the DDR (Viniegra *et al*, 2005). To test the relation between ATM, Akt and mTORC1, we induced a DDR in human fibroblasts by X‐ray irradiation and treated them with an ATM inhibitor. ATM inhibition reduced Akt (S473) and p70S6K (T389) phosphorylation and expression of the cyclin‐dependent kinase inhibitor p21 and the mitochondrial protein NDUFB8 following activation of the DDR when compared to controls (Fig 4E and F). We confirmed these observations on human fibroblasts derived from an ataxia telangiectasia (AT) patient, which have impaired ATM signalling (Fig 4E). In support of a pathway involving ATM, Akt and mTORC1 in mitochondrial mass regulation, chemical inhibition of ATM and mTORC1 activity reduced mitochondrial mass with no additive effect when both inhibitors were applied simultaneously (Fig 4G). Our data indicate a novel pathway linking the DDR and mitochondria via the ATM, Akt and mTORC1 phosphorylation cascade and transcriptional activation of mitochondrial biogenesis.

### mTORC1‐PGC‐1β‐dependent mitochondrial biogenesis maintains ROS‐driven DNA damage foci (DDF) and contributes to the senescent phenotype

Cumulative data suggest that persistence of a DDR is a key factor in the maintenance of the irreversible arrest observed during cellular senescence. We have previously reported that a significant fraction of the DNA damage foci (DDF) remain unrepaired during cellular senescence and may be a consequence of ROS‐generated DNA damage (Passos *et al*, 2010). For these reasons, we decided to investigate the links between mTORC1, mitochondrial biogenesis and the stabilization of a DDR.

mTORC1 inhibition, by rapamycin supplementation, following X‐ray irradiation decreased DDF in human and mouse fibroblasts (Fig EV5A and B). Similar effects were observed when exposing cells to DNA‐damaging agents such as etoposide, neocarzinostatin (NCS) and hydrogen peroxide (H_2_O_2_) (Fig EV5B). Furthermore, inhibition of mTORC1 resulted in decreased p21 mRNA and protein expression (Fig EV5C).

**Figure EV5:**
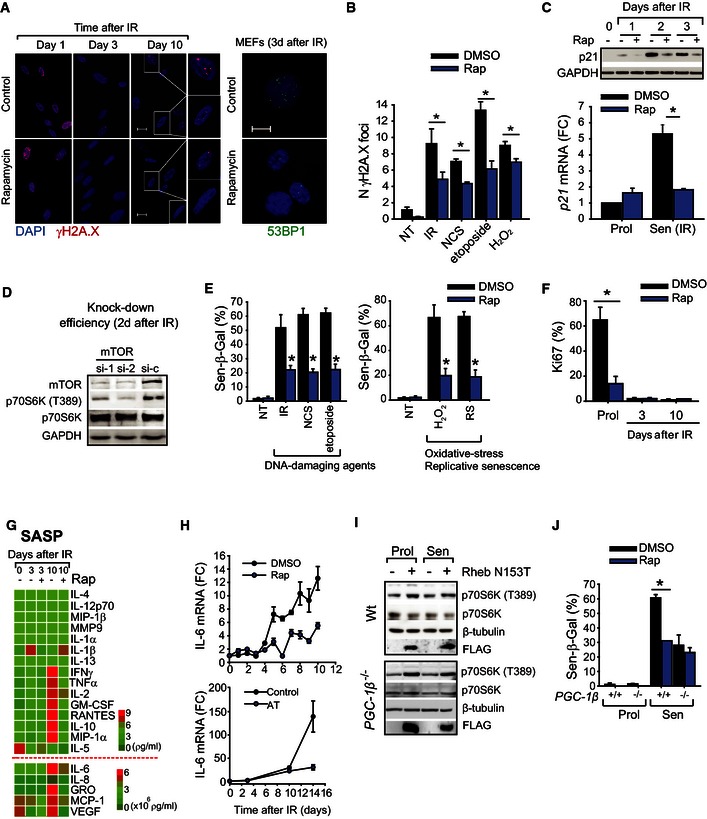
mTORC1 activation contributes to the senescent phenotype via PGC1‐β‐dependent mitochondrial biogenesis and ROS‐mediated activation of a DDR (left) Representative images of γH2A.X (red foci) immunofluorescence in MRC5 fibroblasts at different time points after 20‐Gy X‐ray with or without 100 nM rapamycin supplementation (scale bar = 5 μm) and (right) representative images of 53BP1 (green foci) immunofluorescence in MEFs, 3 days after 10‐Gy X‐ray with or without 100 nM rapamycin supplementation (scale bar = 5 μm).Effect of genomic damage‐ or oxidative stress‐induced senescence on the mean number (N) of γH2A.X foci in MRC5 fibroblasts with or without 100 nM rapamycin. Cells were analysed 3 days after the induction of senescence and treatment with rapamycin. Data are mean ± SEM of *n* = 3 independent experiments; asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.(top) Representative Western blot showing the inhibition of p21 protein expression with 100 nM rapamycin at different time points (days) after 20‐Gy X‐ray in MRC5 fibroblasts. Data are representative of three independent experiments; (bottom) *p21* mRNA levels at 3 days after 20‐Gy X‐ray with or without 100 nM rapamycin treatment in MRC5 fibroblasts. Data are mean ± SEM of *n* = 3 independent experiments; asterisks denote a statistical significant at *P* < 0.05 using one‐way ANOVA.Western blots showing the knockdown efficiency of two different siRNAs against mTOR and its effects on p70S6K phosphorylation (T389), 2 days after 20‐Gy X‐ray in MRC5 fibroblasts. Data are representative of two independent experiments.Effect of 100 nM rapamycin supplementation on Sen‐β‐Gal activity in MRC5 fibroblasts induced to senescence following treatment with 20‐Gy X‐ray irradiation, 80 ng ml^−1^ neocarzinostatin (NCS), 50 μM etoposide, 400 μM H_2_O_2_ and replicative exhaustion (RS). Cells were analysed 10 days after the induction of senescence and treatment with rapamycin. Data are mean ± SEM of *n* = 3 independent experiments (at least 80 cells were analysed per condition). Asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.Quantification of Ki67‐positive MRC5 fibroblasts 3 and 10 days following 20‐Gy X‐ray irradiation with or without 100 nM rapamycin treatment. Data are mean ± SEM of *n* = 4 independent experiments; asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.Secreted protein array of a variety of inflammatory proteins following 20‐Gy X‐ray‐induced senescence in MRC5 fibroblasts with or without 100 nM rapamycin treatment (3 and 10 days after 20‐Gy X‐ray). Data are mean of three independent experiments.
mRNA expression of IL‐6 after 20‐Gy X‐ray (left) with or without 100 nM rapamycin treatment in MRC5 fibroblasts and (right) in human fibroblasts from an AT patient. Data are mean ± SEM of *n* = 3 independent experiments (for MRC5+Rap cells) and mean ± SD of *n* = 2 independent experiments (for AT cells).Representative Western blots of mTORC1 activity, measured by p70S6K phosphorylation (T389) in wild‐type and *PGC‐1β* ^−/−^ MEFs overexpressing RhebN153T (1 day after 10‐Gy irradiation). Data are representative of three independent experiments.Effect of rapamycin supplementation on Sen‐β‐Gal activity in wild‐type and *PGC‐1β* ^−/−^ MEFs, 10 days after 10‐Gy X‐ray. Data are mean ± SEM of *n* = 3 independent experiments (at least 100 cells were analysed per condition). Asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.

To test whether ROS and DDF were driven by mTOR, we first knocked down mTOR using siRNA (Fig EV5D) and found that it reduced both ROS and DDF in senescent fibroblasts (Fig 5A). Furthermore, senescent cells supplemented with both rapamycin and the antioxidant NAC showed no cumulative reduction in both ROS and DDF (Fig 5B). Consistent with previous data confirming a central role for a persistent DDR in the development of senescence and the emergence of the SASP (Rodier *et al*, 2009; Hewitt *et al*, 2012), we found that (i) mTORC1 inhibition significantly reduced frequencies of Sen‐β‐Gal‐positive cells in various models of stress‐induced and replicative senescence (Fig EV5E) without rescuing the cell cycle arrest (Fig EV5F) and (ii) mTORC1 inhibition suppressed senescence‐associated secretion of several pro‐inflammatory cytokines (Fig EV5G). Further supporting the hypothesis that ATM and mTORC1 are downstream effectors of the DDR regulating senescence, both mTORC1 and ATM inhibition resulted in decreased mRNA expression of the SASP factor *IL6* (Fig EV5H) and mTORC1 and ATM inhibition had non‐additive effects on DDF, induction of Sen‐β‐Gal and p21 expression (Fig 5C).

**Figure 5:**
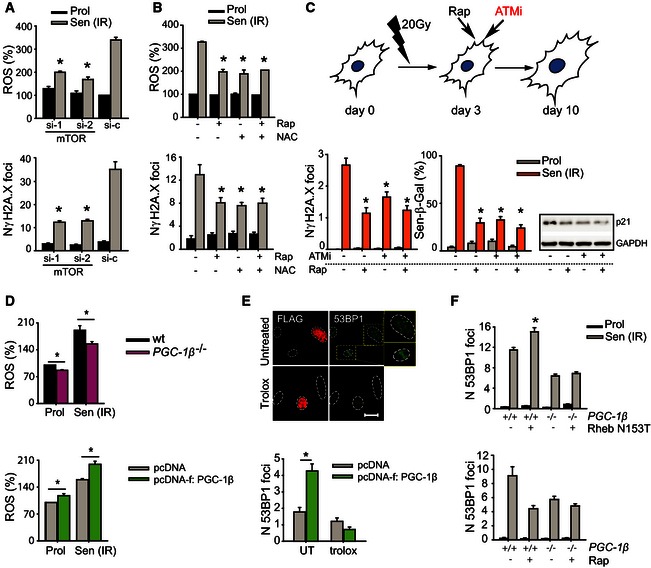
mTORC1 activation promotes ROS‐dependent DDR and contributes to the senescent phenotype via PGC1‐β dependent mitochondrial biogenesis ROS levels (DHE intensity) and mean number (N) of γH2A.X foci after mTOR knockdown (72 h) in proliferating and senescent (2 days after 20‐Gy X‐ray) MRC5 fibroblasts. Data are mean ± SEM of *n* = 3 independent experiments; asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.
ROS levels (DHE intensity) and mean number (N) of γH2A.X foci in proliferating and senescent (3 days after 20‐Gy X‐ray) MRC5 fibroblasts treated with or without 100 nM rapamycin and/or 2.5 mM of the antioxidant NAC. Data are mean ± SEM of *n* = 3 independent experiments; asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.(top) Scheme illustrating the experimental design: human MRC5 fibroblasts were irradiated with 20‐Gy X‐ray and treated at day 3 after IR with 10 μM of the ATM inhibitor (ATMi) KU55933 and/or 100 nM rapamycin (Rap); (bottom) Effect of single or combined inhibition of ATM and mTORC1 on the mean number (N) of γH2A.X foci, Sen‐β‐Gal activity and p21 expression in proliferating and senescent (10 days after 20‐Gy X‐ray) MRC5 fibroblasts. Data are mean ± SEM of *n* = 3 independent experiments. Western blots are representative of three independent experiments; asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.
ROS levels (DHE intensity) in proliferating and senescent (3 days after 10‐Gy X‐ray) wild‐type and *PGC‐1β* ^−/−^ MEFs (top) and PGC‐1β‐overexpressing MEFs (bottom). Data are mean ± SEM of *n* = 3 independent experiments; asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.(top) Representative images and quantification of immunofluorescence staining against FLAG‐PGC‐1β (red) and 53BP1 (green) in PGC‐1β‐overexpressing MEFs cultured at 3% O_2_, with or without 250 μM of the antioxidant Trolox (scale bar = 10 μm). Data are mean ± SEM, *n* = 3 independent experiments; asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.(top) Effect of overexpression of mutated Rheb (N153T) and (bottom) effect of 100 nM rapamycin on the mean number (N) of 53BP1 foci in proliferating and senescent (3 days after 10‐Gy X‐ray) wild‐type and *PGC‐1β* ^−/−^ MEFs. Data are mean ± SEM of *n* = 3 independent experiments (at least 125 cells were analysed per condition). Asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.

To investigate the role of mitochondria biogenesis on ROS‐dependent activation of a DDR, we used *PGC‐1β* ^−/−^ MEFs. We hypothesized that PGC‐1β‐mediated mitochondrial biogenesis increases oxidative stress, thereby activating senescence‐associated pathways. Consistently, we found that exposure to irradiation increased ROS generation in wild‐type MEFs and this was markedly reduced in *PGC‐1β* ^−/−^ MEFs. In contrast, overexpression of PGC‐1β resulted in increased ROS (Fig 5D) and treatment with the antioxidant Trolox prevented PGC‐1β‐induced DNA damage measured by frequencies of 53BP1 foci (Fig 5E), suggesting that the mitochondrial biogenesis inducer PGC‐1β potentiates oxidative stress and the senescent phenotype. To investigate the role of PGC‐1β in mTORC1 signalling downstream of a DDR, we increased or decreased mTORC1 activity in wild‐type and *PGC‐1β* ^−/−^ MEFs by the overexpression of activated Rheb (Fig EV5I) or rapamycin supplementation, respectively. Following the activation of a DDR, the Rheb‐dependent increase in the number of DDF was suppressed in *PGC‐1β* ^−/−^ MEFs and rapamycin treatment was unable to further decrease DDF in *PGC‐1β* ^−/−^ MEFs (Fig 5F), suggesting that mTORC1 and PGC‐1β are part of the same pathway leading to mitochondrial ROS‐dependent maintenance of a DDR. Consistent with our data that mTORC1‐PGC1β‐mediated mitochondrial biogenesis promotes senescence, mTORC1 inhibition by rapamycin decreased Sen‐β‐Gal activity in wild‐type MEFs, but had no further effect in *PGC‐1β* ^−/−^ senescent MEFs (Fig EV5J).

Together, these observations suggest that maintenance of the DDR via mTORC1‐PGC‐1β‐driven mitochondrial biogenesis impacts on the development of cellular senescence and the SASP.

### mTORC1‐PGC‐1β regulates mitochondrial content and contributes to senescence *in vivo*

Following our *in vitro* observations showing a DDR‐dependent mitochondrial mass increase during senescence, we first asked whether mitochondrial abundance would correlate with the activation of a DDR *in vivo*. To address that, we performed dual immunofluorescence against the mitochondrial protein MT‐CO1 and the DDR protein γH2A.X in liver tissue from 12‐month‐old mice. We observed that hepatocytes containing more MT‐CO1 intensity had in general higher number of γH2A.X foci (Fig 6A). Secondly, we investigated whether the DDR‐dependent activation of the mTORC1‐PGC‐1β pathway and increased mitochondrial content occur with age *in vivo*. Similar to our observations *in vitro*, we found an age‐dependent increase in PGC‐1β expression and OXPHOS components associated with increased mTORC1 activity (measured by p‐S6/S6 ratio) and p21 expression in wild‐type mice (Fig 6B and Appendix Fig S3A). Similar to fibroblast senescence, hepatocyte senescence seems to be associated with increased mitochondrial mass, mTORC1 activity and increased DDR signalling.

**Figure 6:**
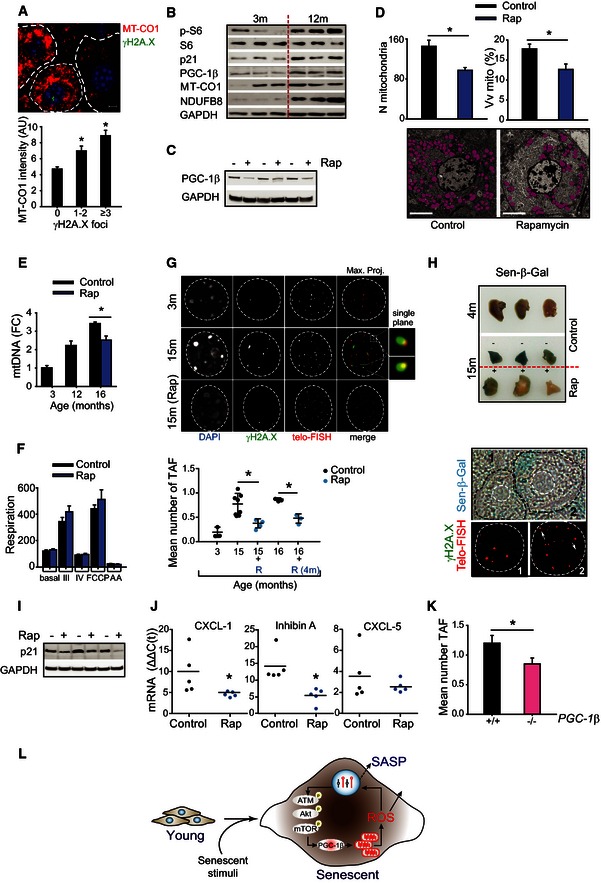
mTORC1‐PGC‐1β regulates mitochondrial content and contributes to senescence *in vivo* (top) Representative image of immunofluorescence double staining for the mitochondrial protein MT‐CO1 and the DDR marker γH2A.X (scale bar = 5 μm) and (bottom) quantification of MT‐CO1 intensity versus the number of γH2A.X foci in hepatocytes from 12‐month‐old mice. Data are mean ± SEM of *n* = 3 mice (at least 30 cells were analysed per mouse); asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.Representative Westerns blots of pS6, S6, p21, PGC‐1β, MT‐CO1 and NDUFB8 protein expression in mouse liver tissue at 3 and 12 months of age. Data are from *n* = 3 mice per group.Effect of 4 months of rapamycin‐supplemented diet on PGC‐1β expression in the liver tissue of 16‐month‐old mice. Data are from *n* = 3 mice per group.(top) Quantification of mitochondrial number per cross‐section and mitochondrial volume fraction (%V_v_) in hepatocytes from 16‐month‐old mice with or without 4 months of rapamycin diet. Data are mean ± SEM of *n* = 3 mice per group (at least 20 cells were analysed per mouse); (bottom) Representative electron micrographs of hepatocytes from 16‐month‐old mice with or without 4 months of rapamycin diet (mitochondria are labelled in pink). Scale bar = 5 μm. Asterisk denotes a statistical significance at *P* < 0.05 using two‐tailed *t*‐test.mtDNA copy number (measured by qPCR) in mice liver tissue at 3, 12, 16 months and at 16 months after 4 months of rapamycin diet. Data are mean ± SEM of *n* = 3–4 mice per group; Asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.Oxygen consumption rates (OCR) in isolated liver mitochondria from 16‐month‐old mice fed with or without rapamycin for 4 months, in the presence of pyruvate/malate. State III was induced by the injection of ADP. State IV was induced by the inhibition of the ATP synthase with oligomycin, and uncoupled respiration rates were determined by the injection of FCCP. Antimycin A (AA) was used to determine background, non‐mitochondrial OXPHOS, OCR. Data are mean ± SEM of *n* = 5 mice per group.(top) Representative immuno‐TeloFISH images of hepatocytes from 3‐ and 15‐month‐old mice with or without rapamycin (12‐month diet). Co‐localizing foci are amplified in the right panel (amplified images are from single Z‐planes where co‐localization was found); (bottom) Dot plot graph of telomere‐associated foci (TAF) in 3‐, 15‐ and 16‐month‐old mice (15‐ and 16‐month‐old mice were fed with rapamycin for 12 and 4 months, respectively). Data are from *n* = 3 to 9 mice per group (at least 50 cells were analysed per mice). Values are the mean for individual animals, with the horizontal line representing group mean. Asterisk denotes *P* < 0.05 using an independent samples *t*‐test.(top) 4‐month‐old and 15‐month‐old mice livers [control (−) or rapamycin (+)] stained with Sen‐β‐Gal solution (Sen‐β‐Gal activity is evidenced by blue staining). Data are from *n* = 3 mice per group; (bottom) Representative image showing Sen‐β‐Gal staining (Sen‐β‐Gal activity is evidenced by blue staining) in hepatocytes and corresponding immuno‐TeloFISH (arrows represent co‐localizing foci); asterisks denote a statistical significance at *P* < 0.05 using one‐way ANOVA.Representative Western blot showing the effect of 4‐month rapamycin feeding on p21 expression in 16‐month‐old mice. Data are from *n* = 3 mice per group.Effect of 4‐month rapamycin feeding on mRNA expression of the SASP components *CXCL1*,*CXCL5* and *inhibin A* in liver tissue of 16‐month‐old mice. Data are from *n* = 5 mice per condition; asterisks denote a statistical significance at *P* < 0.05 using two‐tailed *t*‐test.Mean number of TAF in hepatocytes of wild‐type and *PGC‐1β* ^−/−^ mice with 18 months of age. Data are mean ± SEM of *n* = 4 mice per group; asterisks denote a statistical significance at *P* < 0.05 using two‐tailed *t*‐test.Scheme represents overall hypothesis: feedback loop between DDR, mTORC1 and mitochondrial biogenesis stabilizes cellular senescence, which are key factors for the development of the senescence‐associated pro‐oxidant and pro‐inflammatory phenotypes.

To investigate the impact of mTORC1 inhibition on mitochondrial mass *in vivo*, mice were fed with rapamycin using the same conditions as Harrison *et al* (2009) and sacrificed at different ages (Appendix Fig S3B). Rapamycin‐supplemented animals presented reduced PGC‐1β protein expression (Fig 6C), lowered mitochondrial volume fraction and mitochondrial numbers per cross‐section (analysed by T.E.M.) (Fig 6D) and decreased mtDNA copy number (Fig 6E) when compared to controls. We also investigated whether mTORC1 inhibition impacted on mitochondrial function by potentially mediating the clearance of dysfunctional mitochondria. Mitochondrial function analysis showed no significant changes between control and rapamycin‐supplemented animals. State III (ADP‐stimulated), state IV and respiration uncoupled from ATP synthesis (using the uncoupler FCCP) remained unchanged using pyruvate/malate as substrate (Fig 6F). These results indicate that despite lower mitochondrial content in hepatocytes, mitochondrial function is not significantly altered by mTORC1 inhibition. Recently, it has been suggested that rapamycin may reduce ROS generation via enhanced expression of the antioxidant enzyme MnSOD (Iglesias‐Bartolome *et al*, 2012), however, we failed to find any changes in MnSOD expression on rapamycin‐fed mice liver tissues (Appendix Fig S3C).

We next questioned whether mTORC1 inhibition could reduce senescence markers, similar to what we had observed *in vitro*. We had previously reported that telomere‐associated foci (TAF), one of the important effectors of cellular senescence, increase with age in wild‐type mice tissues and in models of accelerated ageing (Hewitt *et al*, 2012; Jurk *et al*, 2014). In order to test the impact of mTORC1 inhibition on telomere‐induced senescence *in vivo*, we analysed liver tissue from rapamycin‐fed mice and showed that mTORC1 inhibition was able to prevent age‐dependent increase in TAF (Fig 6G). Interestingly, 4 months of rapamycin‐supplemented diet was as effective in reducing TAF as 12 months (Fig 6G). Moreover, TAF could not be attributed to changes in telomere length or telomerase activity (Appendix Fig S3D and E). Consistent with a role for mTORC1 in senescence *in vivo*, we observed (i) decreased Sen‐β‐Gal activity, with Sen‐β‐Gal‐positive hepatocytes being generally positive for TAF (Fig 6H), (ii) reduced expression of the cyclin‐dependent kinase inhibitor p21 (Fig 6I) and (iii) diminished SASP factors expression (Fig 6J) in the liver tissue of rapamycin‐fed animals.

In order to test *in vivo* whether the expression of PGC‐1β would have an impact on senescence, we analysed the liver tissue from aged *PGC‐1β* ^−/−^ mice. *PGC‐1β* ^−/−^ mice showed reduced mtDNA copy number, mitochondrial proteins in liver tissue and lower energy expenditure than wild‐type littermates (Appendix Fig S3F). Consistent with our hypothesis that mitochondrial content impacts on DDR and our data revealing a role for PGC‐1β in senescence *in vitro*, we found reduced senescent markers such as TAF (Fig 6K) in *PGC‐1β* ^−/−^ mice. The absence of PGC‐1β also ameliorated age‐dependent decline in glucose and insulin tolerance (Appendix Fig S3G). Similar to rapamycin‐fed mice, we did not find any changes in MnSOD expression in *PGC‐1β* ^−/−^ mice liver tissues (Appendix Fig S3H). Altogether, our data strongly support a causal link between the DDR, mTORC1 and mitochondrial mass increase in the development of senescence *in vitro* and *in vivo* (Fig 6L).

## Discussion

Mitochondria have been widely associated with cellular senescence and ageing. While pharmacological interventions reducing ROS generation have been proven to be beneficial, it is unclear whether mitochondria are required for senescence. ROS derived from non‐mitochondrial sources (Takahashi *et al*, 2006) and imbalances in antioxidant defence (Blander *et al*, 2003) have equally been implicated in the process. Chemical and genetic interventions impacting on the mitochondrial electron transport chain have been shown to enhance OIS (Moiseeva *et al*, 2009); however, to date, no study has effectively evaluated the necessity of mitochondria for the induction of the senescent phenotype. In order to investigate the role of mitochondria in senescence, we used a similar approach to recent explorations of the mechanisms underlying cell death (Tait *et al*, 2013). By targeted depletion of mitochondria, we demonstrate that these organelles are key factors for the development of major ageing‐promoting characteristics of the senescent phenotype, including the pro‐oxidant and pro‐inflammatory phenotypes, but less so for the proliferation arrest despite increased glycolysis and ATP generation. It is still unclear what is the mechanism contributing to the maintenance of the proliferation arrest. We speculate that a multitude of factors including the production of specific growth‐stimulating mitochondrial metabolites or interactions between mitochondria and cytoplasmic elements required for cell division may underlie the process (Mitra *et al*, 2009). The interplay between mitochondria and the mTOR signalling pathway may also be involved in this process, since we have shown that mitochondria clearance reduces mTOR activity and inhibition of mTOR activity inhibits proliferation contributing to quiescence. Recent studies have also shown that the mechanisms by which mTOR impacts on the cell cycle are uncoupled from its effect on the SASP (Herranz *et al*, 2015; Laberge *et al*, 2015). While we acknowledge that mitochondrial ablation is a drastic intervention with possible widespread consequences for the cells, our results demonstrate that mitochondria play a central role in many of the transcriptional changes observed during senescence, particularly the SASP, and have, as such, a great therapeutic potential.

Furthermore, we have identified a novel pathway involving ATM, Akt, mTORC1 and PGC‐1β in the induction of senescence. Although we do not exclude the existence of alternative pathways impacting on mitochondrial content during senescence, such as impaired mitophagy, our results establish a novel link between the activation of a DDR and mitochondrial biogenesis involving the mTORC1 signalling cascade. While mTORC1 has previously been implicated in senescence (Pospelova *et al*, 2012), the mechanisms regulating its activation as well as its links to the pro‐oxidant and pro‐inflammatory features of the phenotype are still unclear. Two recent studies have shown that mTOR inhibition suppressed the senescence‐associated secretion of inflammatory cytokines by suppressing the translation of SASP regulatory proteins IL‐1A and MK2 (Herranz *et al*, 2015; Laberge *et al*, 2015). On the other hand, our data show that interventions targeting the mTOR pathway affect the maintenance of a DDR via the generation of ROS, which has been shown to be necessary for the induction of senescence and the SASP (Rodier *et al*, 2009; Passos *et al*, 2010). Our findings are consistent with a model by which mTORC1 signalling impacts on mitochondria content and by doing so, affects the persistence of a DDR and the development of the SASP. We cannot disregard, however, direct modes of interaction between mTORC1 and targets of the DDR such as p53, independently of mitochondria (Lee *et al*, 2007; Lai *et al*, 2010). While these studies report dynamic interactions between the mTOR and p53 pathways very shortly after a DDR, they do not explain how the cell cycle arrest is maintained and contributes to the development of senescence, which is a lengthier process usually taking between 7 and 10 days post‐DDR activation (Coppé *et al*, 2008). While both our data and others indicate the links between DDR activation and the SASP (Rodier *et al*, 2009; Osorio *et al*, 2012), it is possible that alternative mechanisms play a role in the process, given reported direct interactions between mTOR signalling, mitochondria and major SASP regulators such as the NF‐κB pathway (Correia‐Melo *et al*, 2014).

Our *in vivo* data are consistent with reports in haematopoietic stem cells in which mTORC1 activity increases mitochondrial biogenesis, contributing to ROS‐dependent decreased stemness and haematopoiesis (Chen *et al*, 2008), and that mTOR inhibition can alleviate mitochondrial disease (Johnson *et al*, 2013). Furthermore, the observation of a key role for mTORC1 *in vivo* in the maintenance of a DDR is supported by reports that calorie restriction (CR), which impacts on mTORC1 activity, reduces DDR‐positive cells *in vivo* in several tissues (Wang *et al*, 2010; Jurk *et al*, 2012) as well as ROS (Lanza *et al*, 2012). Our observations of reduced mitochondrial content in hepatocytes following mTORC1 inhibition are in accordance with various reports of reduced protein synthesis and mitochondrial transcriptional regulation observed in mice with impaired mTORC1 activity (Cunningham *et al*, 2007; Romanino *et al*, 2011). Moreover, it has been recently shown by whole‐genome expression profiling and large‐scale proteomic analysis that mice under CR have less mitochondrial protein synthesis (Lanza *et al*, 2012). This latter study, together with other more recent reports (Hancock *et al*, 2011; Lanza *et al*, 2012; Price *et al*, 2012), has questioned early associations between CR and enhanced mitochondrial content (Nisoli *et al*, 2005). Furthermore, despite evidence suggesting that increased mitochondrial abundance can be an advantageous adaptive response to energy deficit, genetically induced mitochondrial biogenesis has been associated with age‐related diseases such as cardiomyopathy (Lehman *et al*, 2000), renal fibrosis (Hickey *et al*, 2011) and diabetes (Sawada *et al*, 2014), all of which have been associated with cellular senescence (Chimenti *et al*, 2003; Sone & Kagawa, 2005; Ning *et al*, 2013).

Age‐dependent mitochondrial degeneration has been associated with impaired clearance of dysfunctional mitochondria, a process known to be negatively regulated by mTORC1. Nonetheless, our data show that rapamycin leads to no significant changes in the function of isolated mitochondria from liver, which has been independently confirmed (Johnson *et al*, 2013; Miwa *et al*, 2014), despite reducing DNA damage, senescence markers and ROS generation. Our data suggest that mTORC1‐dependent enhanced mitochondrial content may be impacting on ageing‐promoting features of senescence *in vivo* without necessarily affecting mitochondrial function; however, further detailed studies on the role of mTOR signalling on mitochondrial function and the mechanisms underlying ROS generation are clearly warranted.

There is great interest in therapeutically combating the pro‐oxidant and pro‐inflammatory effects of cellular senescence, given their suggested role as drivers of age‐related diseases (Tchkonia *et al*, 2013; Correia‐Melo *et al*, 2014). Our observations demonstrating that mitochondria are required for these features of senescence have very important implications for our understanding of the origins and mechanisms underlying the senescence phenotype and suggest mitochondria as major putative therapeutic targets for interventions impacting on the senescent phenotype, while maintaining its tumour suppressor capability.

## Materials and Methods

### Cell culture

Human embryonic lung MRC5 fibroblasts, human embryonic kidney HEK293, human breast cancer MCF7, human primary glioblastoma U87, human colon carcinoma HCT116, human primary BJ fibroblasts, Phoenix amphotropic cells, AT patient fibroblasts, T19 and HeLa cells were grown in Dulbecco's modified Eagle's medium (DMEM, Sigma, Dorset, UK) supplemented with 10% heat‐inactivated foetal calf serum (FCS), 100 units ml^−1^ penicillin, 100 μg ml^−1^ streptomycin and 2 mM glutamine at 37°C in a humidified atmosphere with 5% CO_2_. Human 143B parental and rho0 osteosarcoma cells were grown in Dulbecco's modified Eagle's medium (DMEM, Sigma, Dorset, UK) supplemented with 10% heat‐inactivated foetal calf serum (FCS), 100 units ml^−1^ penicillin, 100 μg ml^−1^ streptomycin, 2 mM glutamine, 50 μg ml^−1^ uridine and 0.11 mg ml^−1^ sodium pyruvate at 37°C in a humidified atmosphere with 5% CO_2_. T19 cells containing a doxycycline‐inducible TRF2^ΔBΔM^ were a kind gift from T. de Lange, Rockefeller University, NY, USA (van Steensel *et al*, 1998). AT patient fibroblasts were a kind gift from Dr. Lisa Woodbine, University of Sussex, UK.

Mouse embryonic fibroblasts (MEFs) were obtained from C57/BL6 wild‐type mice. MEFs from *PGC‐1β* ^−/−^ and matched wild‐type mice were cultured in advanced DMEM/F‐12 (Invitrogen) plus 10% FSC, 100 units ml^−1^ penicillin, 100 μg ml^−1^ streptomycin and 2 mM glutamine at 37°C in a humidified atmosphere with 5% CO_2_ and 3% oxygen in a 3‐gas cell culture incubator (Zapf Instruments, Sarstedt, Germany). Cells were regularly checked for mycoplasma contamination.

### Induction of senescence

Stress‐induced senescence was induced by X‐ray irradiation with 10 or 20 Gy (depending on cell line), neocarzinostatin (80 ng ml^−1^) for 1 h and H_2_O_2_ (400 μM) in serum‐free media for 1 h. Following treatment, culture medium was refreshed. Etoposide treatment (50 μM) was performed continuously every 3 days for 10 days. Oncogene‐induced senescence: human foetal lung IMR90 diploid fibroblasts were cultured in DMEM (phenol red free) supplemented with 20% FBS, 100 units ml^−1^ penicillin, 100 μg ml^−1^ streptomycin and 2 mM glutamine at 37°C in a humidified atmosphere with 5% CO_2_ and 3% oxygen in a 3‐gas cell culture incubator (Zapf Instruments, Sarstedt, Germany). For ER‐RAS induction, ER‐RAS‐IMR90 cells were supplemented with 100 nM of 4‐hydroxytamoxifen (4‐OHT) and maintained in 4‐OHT‐containing medium until harvesting. Replicative senescence was achieved through replication exhaustion and confirmed by cells being positive for Sen‐β‐Gal, negative for BrdU and Ki67 and performing less than 0.5 population doublings for at least 4 weeks.

### Plasmid transfection and viral infection

For the overexpression of activated Rheb and PGC‐1β, MEFs were transfected with an empty vector and pcDNA3‐flag‐Rheb‐N153T (Addgene #19997) or pcDNAf:PGC‐1β (Addgene #1031) respectively, using Lipofectamine^™^ 2000 (Invitrogen, 11668‐019) following the manufacturer's instructions. YFP‐Parkin retroviral production: phoenix amphotropic cells were incubated for 24 h in antibiotic‐free medium before proceeding to transfection with a LZRS or LZRS‐YFP_Parkin vector using Lipofectamine^™^ 2000 (Invitrogen, 11668‐019) following the manufacturer instructions. Cells were transduced with YFP‐Parkin retroviral and shPGC‐1β lentiviral particles (Santa Cruz Biotechnology #sc‐62783‐V) as described in the ViraPower Lentiviral Expression systems user manual (Invitrogen). All experiments involving virus were performed following class II safety procedures. Transduction efficiency was confirmed by fluorescence microscopy, Western blotting and/or qPCR.

### RNA sequencing

Samples were sequenced on an Illumina Next Seq. Paired‐end reads were aligned to the human genome (hg19) using the splicing‐aware aligner Tophat2 (Kim *et al*, 2013). Duplicate reads were identified using the picard tools (1.98) script mark duplicates (https://github.com/broadinstitute/picard) and only non‐duplicate reads were retained. Reference splice junctions are provided by a reference transcriptome (Ensembl build 73). FPKM values were calculated using Cufflinks (Trapnell *et al*, 2013). Differential genes expression was called using the cuffdiff (Trapnell *et al*, 2013) maximum‐likelihood estimate function. Genes of significantly changing expression were defined as FDR‐corrected *P*‐value < 0.05 and at least twofold change. Only ensembl 73 genes of status “known” and biotype “coding” were used for downstream analysis.

Reads were trimmed using Trim Galore (v0.3.0) (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and quality assessed using FastQC (v0.10.0) (http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc/).

#### Venn diagrams

Venn diagrams and associated empirical *P*‐values were generated using the USeq (v7.1.2) tool IntersectLists (Nix *et al*, 2008). The *t*‐value used was 22,008, as the total number of genes of status “known” and biotype “coding” in ensembl genes 73. The number of iterations used was 1,000.

#### RNA‐seq heatmaps

For each gene, the FPKM value was calculated based on aligned reads, using Cufflinks (Trapnell *et al*, 2013). Z‐scores were generated from FPKMs. Hierarchical clustering was performed using the R library heatmap.2 and the distfun=“pearson” and hclustfun=“average”.

#### Principal component analysis

Principal component analysis (PCA) was performed using the FPKM values of all ensembl 73 genes of status “known” and biotype “coding”.

The RNA‐seq data from this publication have been submitted to the GEO database (http://www.ncbi.nlm.nih.gov/geo/) and assigned the identifier GSE76125.

### Treatment with pathway inhibitors

For mTORC1 inhibition, cells were treated with 100 nM rapamycin (Sigma, R8781) immediately after the senescence stimuli (X‐ray, neocarzinostatin, H_2_O_2_ and etoposide). Cells were collected at different time points after treatments. Replicative senescent MRC5 fibroblasts were treated with 100 nM rapamycin for 10 days before being harvested for analysis. Rapamycin‐supplemented media were always refreshed 24 h prior to cell collection to avoid starvation confounding effects on mTORC1 activity.

For ATM inhibition, MRC5 fibroblasts irradiated with 20‐Gy X‐ray were treated with 10 μM of the ATM chemical inhibitor KU55933 (R&D Systems; 3544). Cells were collected at different time points after treatment.

Antioxidant treatments were performed in cells irradiated with 20‐Gy X‐ray treated with 2.5 mM NAC (Sigma; A7250) or 400 μM PBN (Sigma, 180270) immediately after irradiation. The cells were collected at different times after treatment.

### Parkin‐mediated mitochondria clearance

Proliferating stably expressing YFP‐Parkin human MRC5 fibroblasts were treated with 12.5 μM CCCP (Sigma; C2759) for 48 h (refreshed every 24 h). Stably expressing YFP‐Parkin human MRC5 fibroblasts were irradiated with 20‐Gy X‐ray and treated 2 days after with 12.5 μM CCCP for 48 h (refreshed every 24 h). Stably expressing YFP‐Parkin human MRC5 fibroblasts were treated with 400 μM of H_2_O_2_ for 1 h in serum‐free medium and treated 2 days after with 12.5 μM CCCP for 48 h (refreshed every 24 h). Replicative senescent YFP‐Parkin‐MRC5 fibroblasts were treated with 12.5 μM CCCP for 48 h (refreshed every 24 h). Media (no CCCP) was refreshed after CCCP treatment; the cells were then collected at the indicated time points for analysis. Oncogene‐induced senescence (OIS) experiments were performed by treating Parkin‐expressing IMR‐90/ER‐RAS fibroblasts with 12.5 μM CCCP for 48 h, followed by ER‐RAS induction with 100 nM of 4‐hydroxytamoxifen (4‐OHT). The cells were harvested at day 7 after ER‐RAS induction. Mitochondria‐depleted cells require to be seeded at a cellular density of 60–70%.

### Knockdown by small interfering RNA (siRNA)

MRC5 cells were transiently transfected with siRNAs using HiPerFect Transfection ReagentTM (Qiagen, 301707). Cells were transfected with 10 nM siRNA (negative control siRNA, Qiagen—SI03650325; Hs_FRAP1_4 FlexiTube siRNA, Qiagen—SI00070462; Hs_FRAP1_6 FlexiTube siRNA, Qiagen—SI02662009) following the HiPerFect Transfection Reagent Handbook instructions. The cells were transfected 24 h prior to 20‐Gy X‐radiation and harvested for analysis 72 h after transfection (2 days after IR). siRNA transfection efficiency was assessed by qPCR and/or Western blotting.

### Mitochondrial mass and ROS measurements

For mitochondrial mass assessment, cells were stained with 10 μM of nonyl acridine orange (NAO, Molecular Probes, Invitrogen) for 10 min at 37°C and measured by flow cytometry. Alternatively, the cells were loaded with MitoTracker green in serum‐free medium for 30 min at 37°C and imaged on a Leica DM5500B fluorescence microscope. Transmission electron microscopy was performed using conventional techniques, and mitochondrial number and volume fraction were analysed from 15 to 20 electron micrographs per animal (*n* = 3) or human fibroblasts using ImageJ (http://rsb.info.nih.gov/ij/). mtDNA copy number was measured in human and mouse fibroblasts by qPCR (primers in Appendix Table S1). ROS were measured using 10 μM dihydroethidium (DHE), which detects cellular superoxide levels, or 5 μM MitoSOX (Molecular Probes, Invitrogen), which detects mitochondrial superoxide levels, or 10 μM dihydrorhodamine 123 (DHR123), which detects cellular peroxides. Cells were incubated for 30 or 10 min at 37°C in the dark, with DHE (5 μM) or MitoSOX (5 μM), respectively, in serum‐free media and analysed by flow cytometry (30,000 cells were analysed per condition).

### Measurements of cellular bioenergetics

Cellular oxygen consumption rates (OCR) and media acidification rates (extracellular acidification rate, ECAR) were measured in parallel using a Seahorse XF24 analyzer in unbuffered basic media supplemented with 5 mM glucose, 2 mM l‐glutamate and 3% FBS. The following compounds were supplemented to test mitochondrial activity and cellular bioenergetics flux: 0.5 μM oligomycin to inhibit ATP synthase (hence inhibiting mitochondrial ATP generation), 2.5 μM carbonyl cyanide p‐trifluoromethoxy‐phenylhydrazone (FCCP), a respiratory chain uncoupler, 80 mM 2‐deoxyglucose (2DG), a glucose analogue competitively inhibiting glucose uptake and glycolytic flux, and 0.5 μM rotenone and 2.5 μM antimycin, mitochondrial complex I and complex III inhibitors, respectively. ATP production by mitochondria was calculated by multiplying ATP turnover ((basal OCR) – (OCR with oligomycin) by the established phosphorus/oxygen (P/O) ratio of 2.3 (Brand, 2005). ATP production by glycolysis is considered to have a 1:1 ratio with lactate production. The extracellular acidification rate is mainly due to lactate and bicarbonate production and, when calibrated as the proton production rate, indicates glycolytic rate (Birket *et al*, 2011; Wu *et al*, 2007). Data were normalized to cell number.

Steady‐state cellular ATP levels were performed using the ATP determination Kit (Invitrogen, A22066) following the manufacturer's instructions.

### Measurements of OCR in isolated mitochondria

Mouse liver mitochondria were isolated by the method described by Chappell and Hansford (1972) in medium comprising 0.25 M sucrose, 5 mM Tris–HCl and 2 mM EGTA (pH 7.4 at 4°C) (STE buffer). The crude mitochondria were purified by adapting the method described in Pagliarini *et al* (2008). Essentially, 0.5 ml of crude mitochondria (about 30–40 mg ml^−1^) was carefully layered on top of a stepwise density gradient of 2 ml 80%, 6 ml 52% and 6 ml 26% Percoll in a 50‐ml centrifuge tube. The gradient was centrifuged at 41,100 *g* for 45 min in a Beckman Coulter Avanti^®^ J‐E centrifuge, using a JA‐20 rotor. Mitochondria were collected from the interface of the 26–52% interface, diluted to capacity in a 2‐ml microcentrifuge tube with STE buffer and centrifuged at 12,000 *g* in a refrigerated table top centrifuge for 10 min. The supernatant was carefully discarded, and the mitochondria were washed with an additional 2 ml of STE buffer and centrifuged again. The resulting pellet was resuspended in a small volume of STE buffer for functional experiments. Mitochondrial oxygen consumption rates were measured using the Seahorse XF analyzer based on the method described in Rogers *et al* (2011), with adjustment explained in the Comments to the articles published in PLoS online (A source of data variation in mitochondrial respiration measurements). The mitochondria were energized with 5 mM pyruvate and 5 mM malate, and State III respiration was obtained by adding 4 mM ADP.

### Assessment of the SASP

Quantibody Human Cytokine Arrays for 20 cytokines (RayBiotech; QAH‐CYT‐1) were performed. Conditioned media were collected prior to irradiation (time 0) and 3 and 10 days after 20‐Gy X‐ray following 24‐h serum deprivation. mRNA levels of human IL‐6 and IL‐8 and mouse IL‐6, CXCL1, CXCL5 and inhibin A were measured by qPCR (primers in Appendix Table S2). Concentrations of IL‐6 and IL‐8 in cell culture media were determined using a sandwich ELISA (R&D Systems; DY206/DY208) according to the manufacturer's instructions. Limits of detection for these assays were 10 pg ml^−1^.

### Quantitative real‐time PCR

Total RNA was extracted using the RNeasy minikit (QIAGEN, 74106). Complementary DNAs were generated using the Omniscript RT Kit (Qiagen, 205110) as described on the Omniscript^®^ Reverse Transcription Handbook. Quantitative real‐time PCR were conducted using the Power Syber^®^ Green PCR Master Mix (Invitrogen, 4367659) in a C1000TM Thermal Cycler, CFX96TM Real‐Time System (Bio‐Rad) and Bio‐Rad CXF Manager software. Expression was normalized to β‐actin for mouse or GAPDH for human samples. Sequences of the primers used are included in the Appendix Table S2.

### Immunofluorescence and immuno‐FISH

For immunofluorescence, cells grown on coverslips were fixed in 2% paraformaldehyde and incubated with a primary antibody for 1 h at room temperature, followed by either an Alexa Fluor^®^ 488, 594 or 647 secondary antibody (Invitrogen) 45‐min incubation. Antibodies used are given in the Appendix Table S3.

For immunofluorescence coupled with telomere‐fluorescence *in situ* hybridization (immuno‐FISH), cells grown on coverslips were fixed in 2% paraformaldehyde and γ‐H2A.X immunofluorescence staining was performed. Following immunostaining, tissue sections were washed in PBS and fixed in 4% formaldehyde aqueous solution buffered for 20 min. The tissue sections were then dehydrated with 70, 90 and 100% ethanol solutions. Samples were denatured for 10 min at 80°C in hybridization buffer [70% deionized formamide, 25 mM MgCl_2_, 1 M Tris pH 7.2, 5% blocking reagent (Roche, Welwyn, UK)] containing 4 ng μl^−1^ Cy‐3‐labelled telomere‐specific (CCCTAA) peptide nucleic acid probe (Panagene, F1002‐5), followed by hybridization for 2 h at room temperature. The slides were washed for 10 min with 70% formamide in 2× SSC following by a wash in 2× SSC and a final wash in PBS for 10 min. Nuclei were counterstained with DAPI, and the sections were mounted and imaged in a Leica DM5500B fluorescence microscope. In‐depth Z stacking was used (a minimum of 40 optical slices with 100× objective) followed by Huygens (SVI) deconvolution. Telomere‐associated foci were analysed blinded by 3 analysts.

### BrdU and EdU incorporation

BrdU incorporation was performed for 24 h. Cells were fixed in cold 70% ethanol, treated with 1.5 M hydrochloric acid for 30 min and neutralized with 0.1 M borate buffer for 10 min. Cells were washed in PBS and BrdU immunostaining was performed (as described above). EdU incorporation was performed for 24 h prior to the detection with the Click‐IT EdU Alexa Fluor 594 Imaging Kit (Invitrogen, C103339) following the manufacturer's instructions.

### Senescence‐associated β‐galactosidase staining (Sen‐β‐Gal)

For Sen β‐Gal staining, the cells were fixed with 2% paraformaldehyde for 5 min and stained as described in Dimri *et al* (1995). For liver tissues, Sen β‐Gal staining was performed as described in Baker *et al* (2011).

### Western blotting analysis

Western blotting was performed using conventional techniques. Primary and secondary antibodies are described in detail in the Appendix Table S4.

### Mice groups, treatments and housing

C57/BL6 mice were split into 2 groups (*n* = 10/group) according to age and diet: (i) 15‐month‐old mice: 3‐month‐old mice fed with control or rapamycin diet for 12 months, and (ii) 16‐month‐old mice: 12‐month‐old mice fed with control or rapamycin diet for 4 months. The different mice groups were matched for age and randomly assigned for the treatments. Control and rapamycin diets were purchased from TestDiet—control diet: 5LG6/122 PPM EUDRAGIT 3/8 #1814831 (5AS0) and encapsulated rapamycin diet: 5LG6/122 PPM ENCAP RAP 3/8 #1814830 (5ARZ). Mice were fed *ad libitum* and monitored weekly. *PGC‐1β* ^*−/−*^ mice were generated and provided by Transgenic RAD, Discovery Science, Astrazeneca. Animals were fed *ad libitum* on a normal chow diet (10% of calories derived from fat; D12450B, Research Diets). Wild‐type and *PGC‐1β* ^−/−^ C57/BL6 mice were sacrificed at 18 months of age.

Animal procedures were performed in accordance with the UK Home Office regulations and the UK Animal Scientific Procedures Act [A(sp)A 1986]. Animals were housed in a temperature‐controlled room with a 12‐h light/dark cycle. No statistical method was used to predetermine sample size. No animals or samples were excluded from the analysis.

### Mice tissues collection and preparation

Tissues were collected during necropsy and fixed with either 4% formaldehyde aqueous solution buffered (VWR; 9713.9010) and paraffin embedded for histochemical analysis or with glutaraldehyde (Sigma, G5882) for T.E.M. (morphometric analysis). Part of the tissues were also frozen in liquid nitrogen and stored at −80°C for biochemical analysis.

### Statistical analyses

We conducted one‐way ANOVA, two‐tailed *t*‐test, linear and nonlinear regression analysis test using Sigma Plot v11.0. Normal distribution and equal variance were assessed using Statistical software from Sigma Plot vs11.0. Wilcoxon–Mann–Whitney tests were conducted using IBM SPSS Statistics 19.

### Ethics statement

All work complied with the guiding principles for the care and use of laboratory animals. The project was approved by the Faculty of Medical Sciences Ethical Review Committee, Newcastle University. Project licence number 60/3864.

## Author contributions

CCM did majority of the experiments and contributed to the experimental design and writing of the manuscript; FDMM conducted studies on senescence in *PGC‐1β* ^−/−^ *in vitro* and *in vivo* and Rheb overexpression in MEFs and contributed to the experimental design; RA performed IF, mtDNA copy number and Sen‐β‐Gal activity assays; GH performed Western blots and IF; GN provided technical expertise in microscopy and lentiviral transfection experiments; MC performed T.E.M. in human fibroblasts; AM and SM characterized the effects of rapamycin on mitochondrial function; MDR and DJ conducted real‐time PCR; DM contributed to the experimental design; SWGT provided the plasmids and technical support for the YFP‐Parkin experiments; AVP and SRC performed experiments using *PGC‐1β* ^−/−^ mice; JB conducted ELISAs; BMC and VIK conducted transfections with mutated RhebN153T and Western blots in liver tissues; MB‐Y was involved in the generation of *PGC‐1β* ^−/−^ mice; GQ and DRG performed 3D electron microscopy; LG performed mtDNA copy number assay in human cells. RC and GS conducted TRAP assays; TvZ contributed to the experimental design; JC and PDA performed RNA‐seq analysis; RH and PDA conducted oncogene‐induced senescence experiments; JFP designed and supervised the study and wrote the manuscript. All authors critically read and commented on the manuscript.

## Conflict of interest

Generation of *PGC‐1β* ^−/−^ mice was funded by AstraZeneca, the employer of Dr. Mohammad Bohlooly‐Y. The other authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Movie EV1 Click here for additional data file.

Movie EV2 Click here for additional data file.

Movie EV3 Click here for additional data file.

Movie EV4 Click here for additional data file.

Review Process File Click here for additional data file.

# Supplementary material for: Mitochondria are required for pro‐ageing features of the senescent phenotype
**Source:** EMBO J. 2016 Feb 4;35(7):724–42. doi: 10.15252/embj.201592862
**Supplement:** Supplementary file 1 — Appendix

**Table of contents:**

- Appendix Supplementary Methods;
- 3 Appendix Supplementary Figures;
- 4 Appendix Supplementary Tables.

**Appendix Supplementary methods:**

**Intraperitoneal Glucose Tolerance Test (IPPGT)**

An intraperitoneal injection of glucose (1g/kg body weight) was performed in overnight fasted male mice. Blood glucose levels were monitored from the tail vein with a glucose meter One-Touch Ultra glucose meter (Lifescan, Milpitas, CA) from a 4 µl sample of tail blood at 0, 10, 20, 30, 60 and 90 minutes after glucose injection.

**Intraperitoneal insulin Tolerance Test (IPITT)**

Mice were injected intraperitoneally with 1 U/Kg of human insulin (Actrapid, Novo Nordisk, Denmark) after 6h of fasting at 14h. Blood glucose levels were measured as aforementioned for the GTT.

**Oxygen consumption and Respiratory exchange ratio in PGC-1 $\beta$ <sup>-/-</sup> animals**

Comprehensive laboratory animal monitoring system (Columbus Instruments, Ohio, USA) was run at 21-22°C. Oxygen consumption and Carbon dioxide release were measured by monitoring system (Minimox system built by P. Murgatroyd) over 72 hours after a 72h acclimatising period the week before. Respiratory exchange ratio was obtained from the CO<sub>2</sub>/O<sub>2</sub> ratio.

**3D Electron Microscopy**

Samples were fixed in 2.5% glutaraldehyde, 2% paraformaldehyde in 0.1 M sodium cacodylate buffer pH 7.4, and post-fixed in 2% osmium tetroxide in 0.1 M cacodylate buffer with 0.15% potassium ferrocyanide. After rinsing in buffer, samples were dehydrated through a series of graded ethanol to propylene oxide solutions, infiltrated, embedded in epoxy resin, and polymerized at 70°C overnight. After initial fixation, samples for 3D EM were stained with a modified heavy-metal staining method (Peres et al. 2014) and processed through a graded series of alcohol and propylene oxide solutions and finally embedded in Epon hard resin (Denk and Horstmann 2004). Thick sections of 0.5 microns were cut to determine the correct area to analyze and coated with iridium in a Denton Desk II sputter coater. The 3D EM images were collected with a thickness of 20 nm on a FEI Helios Nanolab 660 Dualbeam system using Auto Slice and View software. The image analysis was performed using FIJI software (Fiji.sc/Fiji) an image-processing package based on ImageJ.

### **Supplementary references**

Denk, W., and Horstmann, H. (2004). Serial block-face scanning electron microscopy to reconstruct three-dimensional tissue nanostructure. *PLoS biology* 2, e329.

Perez, A.J., Seyedhosseini, M., Deerinck, T.J., Bushong, E.A., Panda, S., Tasdizen, T., and Ellisman, M.H. (2014). A workflow for the automatic segmentation of organelles in electron microscopy image stacks. *Frontiers in neuroanatomy* 8, 126.

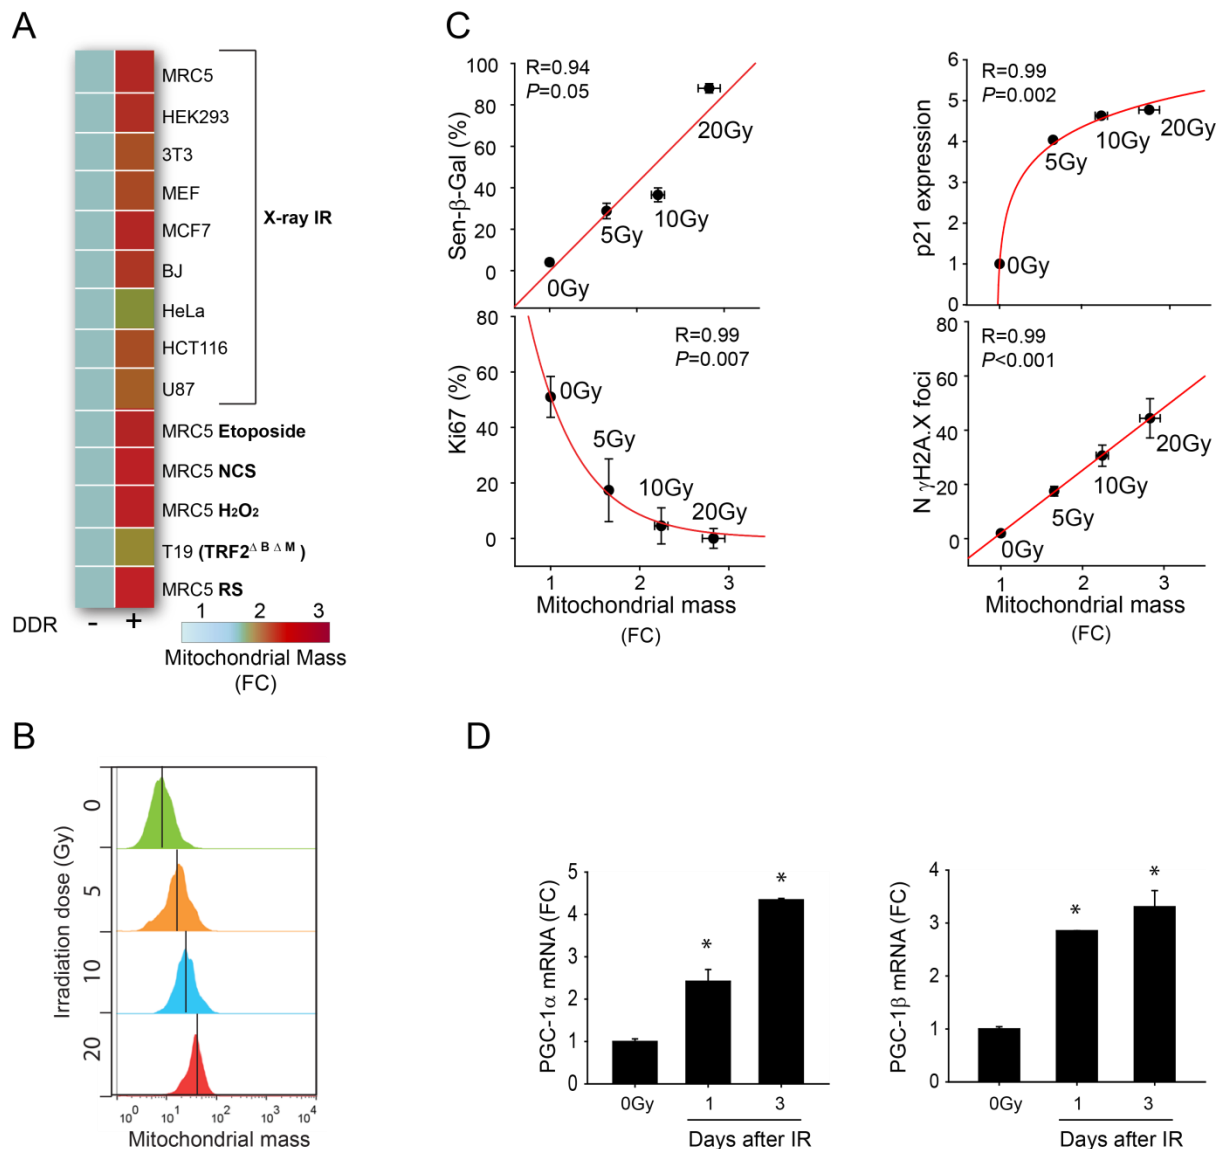

**Appendix Figure S1 Mitochondrial content increases as a result of a DDR. A)** Mitochondrial mass analysis (NAO intensity) 2-4 days following replication exhaustion (RS), genotoxic stress (X-ray irradiation, Etoposide, Neocarcinostatin (NCS), H<sub>2</sub>O<sub>2</sub>) or telomere dysfunction (TRF2<sup>ΔBΔM</sup>) in a variety of cell lines. Data are mean from 3 independent experiments per cell line or treatment; **B)** Mitochondrial mass increases proportionally to irradiation dose (Gy X-ray) in MRC5 fibroblasts. Data are representative histograms of NAO fluorescence measured by flow cytometry from 3 independent experiments; **C)** Graphs showing a correlation between mitochondrial mass, Senescence-associated β-Galactosidase (Sen-β-Gal), Ki67 and number of γH2A.X foci (measured by histochemistry or immunofluorescence stainings) and p21 expression (measured by western blotting). Data are mean±S.E.M of n=3 independent experiments. **D)** mRNA expression (FC) of *PGC-1α* and *PGC-1β* in human young proliferating MRC5 fibroblasts (0Gy) and 1 and 3 days after 20Gy X-ray. Expression was normalized to mRNA levels of *GAPDH*. Data are mean±S.E.M of n=3 independent experiments. Asterisks denote statistical significant *P*<0.05 One-way ANOVA.

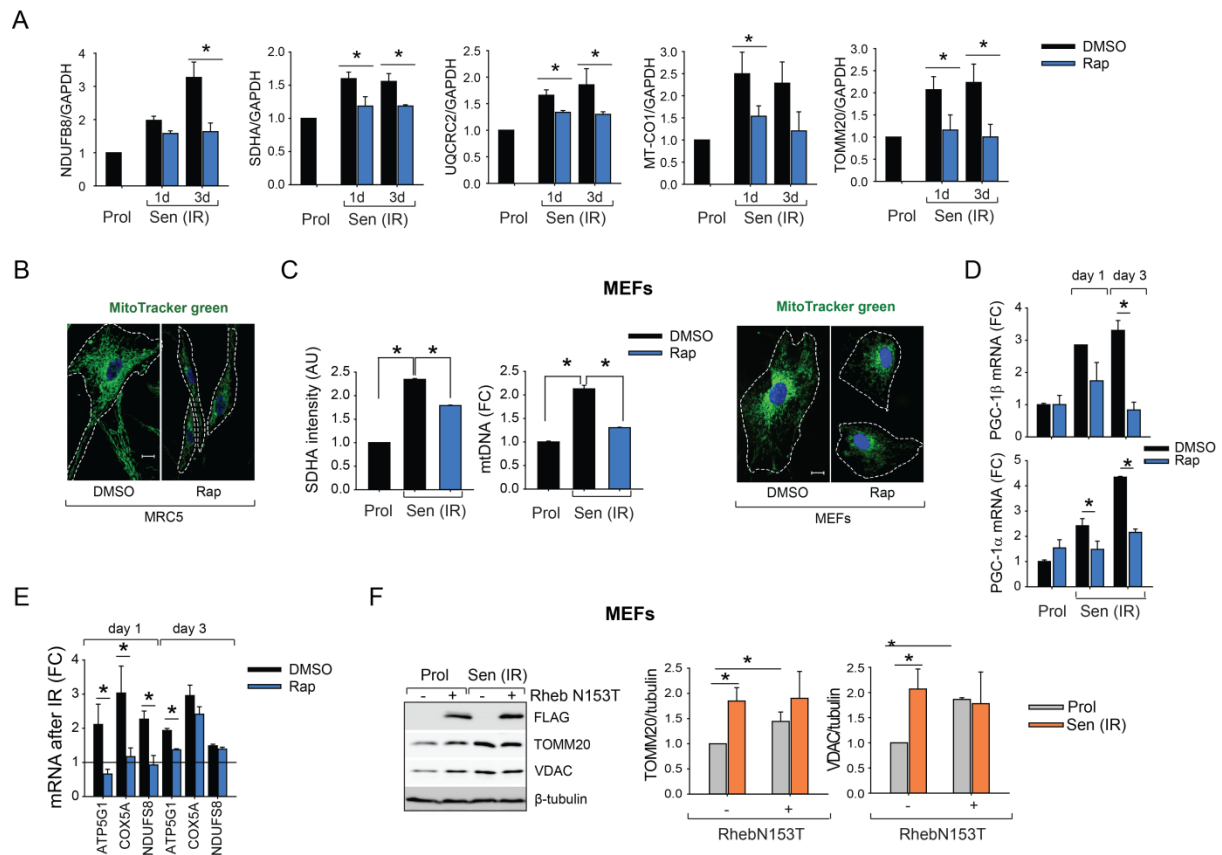

**Appendix Figure S2 mTORC1 integrates DDR signals towards mitochondrial biogenesis during cellular senescence.** **A)** Quantification of mitochondrial proteins expression in MRC5 fibroblasts, 1 and 3 days after 20Gy X-ray in the presence or absence of 100nM rapamycin. Data are mean±S.E.M. of n=3 independent experiments; **B)** Representative images of human MRC5 fibroblasts stained with Mito Tracker green 3 days after 20Gy X-ray irradiation with and without 100nM rapamycin treatment. Scale bar=10µm. Data are representative of 3 independent experiments; **C)** (left) Quantification of SDHA, (middle) mtDNA copy number and (right) representative images of Mito Tracker green staining in MEFs treated with or without 100nM rapamycin, 3 days after 10Gy X-ray irradiation. Data are mean±S.E.M of n=3 independent experiments; Scale bar=10µm. Data are representative of 3 independent experiments; **D)** mRNA expression fold change (FC) of *PGC-1α* and *PGC-1β* in proliferating and senescent (3 days after 20Gy X-ray) MRC5 fibroblasts with or without 100nM Rapamycin. Expression was normalized to mRNA levels of *GAPDH*. Data are mean±S.E.M of n=3 independent experiments; **E)** mRNA expression (FC) of the mitochondrial genes *ATP5G1*, *COX5A* and *NDUFS8* after 20Gy X-ray with or without rapamycin treatment in MRC5 fibroblasts. Expression was normalized to mRNA levels of *GAPDH*. Data are mean±S.E.M of n=3 independent experiments; **F)** (left) Representative western blots and (right) quantification of the expression of the mitochondrial proteins TOMM20 and VDAC in proliferating and senescent (2 days after 10Gy X-ray) Control and RhebN153T expressing MEFs. Data are mean±S.E.M. of n=3 independent western blots. Asterisks denote statistical significant  $P<0.05$  using one-way ANOVA.

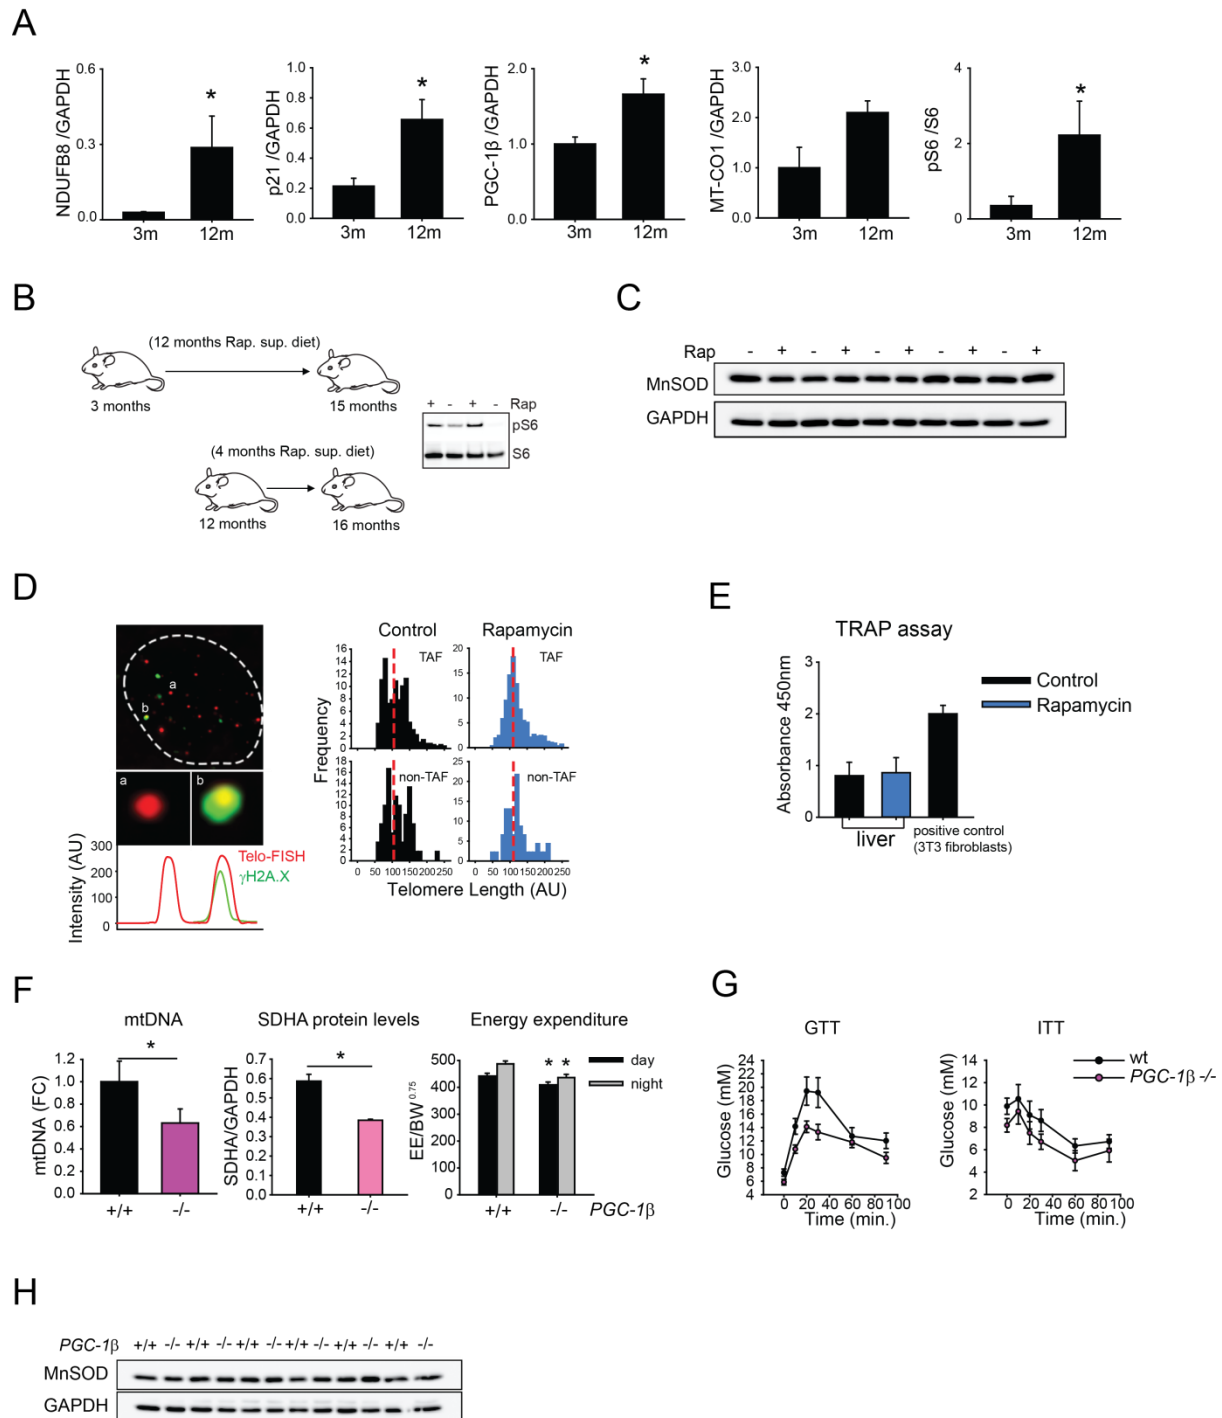

**Appendix Figure S3 mTORC1-PGC-1 $\beta$  dependent increased mitochondrial content contributes to senescence *in vivo*.** **A)** Quantification of NDUF8, MT-CO1, pS6/S6, PGC-1 $\beta$  and p21 protein expression in liver tissue from wild-type C57BL/6 mice at 3 and 12 months of age. Data are mean $\pm$ S.E.M n=3 mice per group; **B)** (left) Scheme of the experimental design of the mouse study involving rapamycin supplementation. Long-term rapamycin diet: mice at 3 months of age were fed with control or rapamycin diet for 12 months; Short-term rapamycin diet: mice at 12 months of age were fed with control or rapamycin diet for 4 months; (right) Representative western blot of the expression of pS6 and S6 in 16 months old mice liver with or without 4 months rapamycin supplementation; **C)** Western blots showing MnSOD expression on liver tissue from 15 months old mice fed with control or rapamycin diet for 12 months. Data are from n=5 mice per group; **D)** (left) Representative image of a hepatocyte stained for  $\gamma$ H2A.X and telomere-FISH, from a 16

month old mouse fed with rapamycin for 4 months. Two telomeres of equal intensity are shown, one co-localising with  $\gamma$ H2A.X and the other not; (right) Histograms showing telomere intensity for telomeres co-localizing (TAF) or not co-localizing (non-TAF) with DNA damage foci in hepatocytes from 16 months old mice with or without 4 months rapamycin treatment. Data are from n=4 mice per group (intensity of 1000 telomeres was analysed per condition). Red dotted line represents median intensity. Mann-Whitney test shows no significant difference in the telomere intensities distribution between TAF and non-TAF; **E**) Telomere repeat amplification protocol (TRAP) assay in liver extracts (in comparison with positive control 3T3 mouse fibroblasts) from 16 months old mice with or without 4 months rapamycin treatment. Data are mean $\pm$ S.E.M. of n=4 mice per group; **F**) (left) mtDNA copy number comparison at 7 months of age (data are mean $\pm$ S.E.M n=4 mice per group); (middle) quantification of the mitochondrial protein SDHA by western blotting (data are mean $\pm$ S.E.M n=5 mice per group) and (right) energy expenditure (EE) normalised per body weight (BW) at day and night periods in wild-type and *PGC-1 $\beta$* <sup>-/-</sup> mice at 18 months of age. Data are measured as J/min and are mean $\pm$ S.E.M n=9-10 mice per group; **G**) Glucose tolerance test (GTT) and Insulin tolerance test (ITT): kinetics of plasma glucose following intraperitoneal injection of 1 g/kg body mass of glucose in wild-type and *PGC-1 $\beta$* <sup>-/-</sup> mice at 18 months of age. Data are mean $\pm$ S.E.M n=9-10 mice per group; **H**) Western blots showing MnSOD expression on liver tissue from 18 months old wild type and *PGC-1 $\beta$* <sup>-/-</sup> mice. Data are from n=6 mice per group. Asterisks denote statistical significance P<0.05 using two-tailed t-test and one-way ANOVA.

**Appendix Table S1: Primer sequences for mtDNA copy number**

| Gene | Species |         | Sequence                        |
|------|---------|---------|---------------------------------|
| B2M  | human   | Forward | 5' CCAGCAGAGAATGGAAAGTCAA       |
|      |         | Reverse | 5' TCTCTCTCCATTCTTCAGTAAGTCAACT |
| ND1  | human   | Forward | 5' CCCTAAAACCCGCCACATCT         |
|      |         | Reverse | 5' GAGCGATGGTGAGAGCTAAGGT       |
| ND1  | Mouse   | Forward | 5' ACACTTATTACAACCCAAGAACACAT   |
|      |         | Reverse | 5' TCATATTATGGCTATGGGTCAGG      |
| ND5  | Mouse   | Forward | 5' CCACGCATTCTTCAAAGCTA         |
|      |         | Reverse | 5' TCGGATGTCTTGTTCTGCTCTG       |

**Appendix Table S2: Primer sequences for mRNA expression analysis**

| Gene           | Species |         | Sequence                    |
|----------------|---------|---------|-----------------------------|
| PGC-1 $\beta$  | Human   | Forward | 5' AGTCAACGGCCTTGTGTTAAG    |
|                |         | Reverse | 5' ACAACTTCGGCTCTGAGACTG    |
| PGC-1 $\alpha$ | Human   | Forward | 5' TGAGAGGGCCAAGCAAAG       |
|                |         | Reverse | 5' ATAAATCACACGGCGCTCTT     |
| IL-6           | Human   | Forward | 5'CAGGAGCCCAGCTATGAACT      |
|                |         | Reverse | 5'GAAGGCAGCAGGCAACAC        |
| IL-8           | Human   | Forward | 5'GAGTGGACCACACTGCGCCA      |
|                |         | Reverse | 5'TCCACAACCCTCTGCACCCAGT    |
| COX5A          | Human   | Forward | 5'CAAAGTGTAACCGCATGGAT      |
|                |         | Reverse | 5'TCCAGGTAAGTGTTCACACTCAA   |
| NDUFS8         | Human   | Forward | 5'GTGCAGGACCTCCTGGTG        |
|                |         | Reverse | 5'TCTCGGGATCCTGCATGT        |
| ATP5G1         | Human   | Forward | 5' TGCAGGGTAGTAGGAGTGCAG    |
|                |         | Reverse | 5' TTAGACCCCTGGTACAACAGC    |
| GAPDH          | Human   | Forward | 5'AAATCCCATCACCATCTTCC      |
|                |         | Reverse | 5' GACTCCACGACGTACTCAGC     |
| CXCL1          | Mouse   | Forward | 5' GACTCCAGCCACACTCCAAC     |
|                |         | Reverse | 5' TGACAGCGCAGCTCATTG       |
| CXCL5          | Mouse   | Forward | 5' TGC GTTGTGTTTGCTTAACCG   |
|                |         | Reverse | 5' AGCTATGACTTCCACCGTAGG    |
| Inhibin A      | Mouse   | Forward | 5' GATCATCACCTTTGCCGAGT     |
|                |         | Reverse | 5' TGGTCCTGGTTCTGTTAGCC     |
| IL-6           | Mouse   | Forward | 5' CTACCAAAGTGGATATAATCAGGA |
|                |         | Reverse | 5' CCAGGTAGCTATGGTACTCCAGAA |
| p16            | Mouse   | Forward | 5' TTGCCCATCATCATCACCT      |
|                |         | Reverse | 5'GGGTTTTCTTGGTGAAGTTCG     |
| PGC-1 $\beta$  | Mouse   | Forward | 5' CGCTCCAGGAGACTGAATCCAG   |
|                |         | Reverse | 5' CTTGACTACTGTCTGTGAGGC    |
| $\beta$ -actin | Mouse   | Forward | 5' TAAGGCCAACCGTGAAAAAG     |
|                |         | Reverse | 5' ACCAGAGGCATACAGGGACA     |

**Appendix Table S3: Primary and secondary antibodies for Immunofluorescence**

| Primary antibody for                                                            | Species        | Host                 | Dilution | Reference/ <u>Manufacturer</u> |
|---------------------------------------------------------------------------------|----------------|----------------------|----------|--------------------------------|
| Ki67                                                                            | Human<br>Mouse | Rabbit<br>polyclonal | 1:250    | ab15580 - Abcam                |
| γ-H2A.X(Ser139)                                                                 | Human          | Mouse<br>monoclonal  | 1:2000   | 05-636 - Millipore             |
| γ-H2A.X(Ser139)                                                                 | Human<br>Mouse | Rabbit<br>polyclonal | 1:250    | #9718 - Cell Signalling        |
| 53BP1                                                                           | Human          | Rabbit<br>polyclonal | 1:500    | #4937 - Cell Signalling        |
| 53BP1                                                                           | Human<br>Mouse | Rabbit<br>polyclonal | 1:200    | NB100-305 - Novus Biologicals  |
| MT-CO1                                                                          | Human<br>Mouse | Mouse<br>monoclonal  | 1:500    | ab45918 - Abcam                |
| SDHA                                                                            | Human<br>Mouse | Rabbit<br>monoclonal | 1:100    | #11998 – Cell Signalling       |
| BrdU                                                                            |                | Mouse<br>monoclonal  | 1:25     | #347580 – BD Biosciences       |
| Secondary antibodies                                                            |                |                      | Dilution | Reference/ <u>Manufacturer</u> |
| Anti-mouse Fluorescein-conjugated secondary antibody<br>AlexaFluor 488          |                |                      | 1:1000   | A21042 - Molecular Probes      |
| Anti-mouse Fluorescein-conjugated secondary antibody<br>AlexaFluor 594          |                |                      | 1:1000   | A21044 - Molecular Probes      |
| Anti-rabbit Fluorescein-conjugated secondary<br>antibodyAlexaFluor 488          |                |                      | 1:1000   | A21212 - Molecular Probes      |
| Anti-rabbit Fluorescein-conjugated secondary<br>antibodyAlexaFluor 594          |                |                      | 1:1000   | A21213 - Molecular Probes      |
| Anti-mouse Fluorescein-conjugated secondary<br>antibodyAlexaFluor 647           |                |                      | 1:1000   | A21235 - Molecular Probes      |
| Anti-rabbit Fluorescein-conjugated secondary<br>antibodyAlexaFluor 647          |                |                      | 1:1000   | A21244 - Molecular Probes      |
| <b>Anti-rabbit IgG Biotinylated (VECTASTAIN Elite ABC<br/>Kit (Rabbit IgG))</b> |                |                      | 1:200    | PK-6101 – Vector Laboratories  |
| <b>Fluorescein Avidin DCS</b>                                                   |                |                      | 1:500    | A-2011- Vector Laboratories    |

**Appendix Table S4: Primary and secondary antibodies for Western Blotting**

| Primary antibody for    | Species | Host       | Dilution | Reference/Manufacturer  |
|-------------------------|---------|------------|----------|-------------------------|
| $\gamma$ -H2A.X(Ser139) | Human   | Rabbit     | 1:1000   | #9718 - Cell Signalling |
|                         | Mouse   | polyclonal |          |                         |
| p21                     | Human   | Rabbit     | 1:1000   | #2947 - Cell signalling |
|                         |         | monoclonal |          |                         |
| PGC-1 $\beta$           | Human   | Rabbit     | 1:1000   | ab61249 - Abcam         |
|                         | Mouse   | polyclonal |          |                         |
| NDUFB8                  | Human   | Mouse      | 1:1000   | ab110242 - Abcam        |
|                         | Mouse   | monoclonal |          |                         |
| UQCRC2                  | Human   | Mouse      | 1:1000   | ab14745 - Abcam         |
|                         | Mouse   | monoclonal |          |                         |
| MT-CO1                  | Human   | Rabbit     | 1:250    | ab14705 - Abcam         |
|                         | Mouse   | monoclonal |          |                         |
| COXIV                   | Human   | Rabbit     | 1:1000   | #4844 - Cell Signalling |
|                         | Mouse   | polyclonal |          |                         |
| SDHA                    | Human   | Mouse      | 1:1000   | ab14715 - Abcam         |
|                         | Mouse   | monoclonal |          |                         |
| TOMM20                  | Human   | Mouse      | 1:1000   | ab56783- Abcam          |
|                         | Mice    | monoclonal |          |                         |
| VDAC1/Porin             | Human   | Mouse      | 1:1000   | ab14734 - Abcam         |
|                         | Mouse   | monoclonal |          |                         |
| S6                      | Human   | Rabbit     | 1:1000   | #2217- Cell signalling  |
|                         | Mouse   | monoclonal |          |                         |
| S6(Ser235/236)          | Human   | Rabbit     | 1:1000   | #4858- Cell signalling  |
|                         | Mouse   | monoclonal |          |                         |
| p70S6K                  | Human   | Rabbit     | 1:1000   | #9202 - Cell signalling |
|                         | Mouse   | polyclonal |          |                         |
| p70S6K(Thr389)          | Human   | Rabbit     | 1:1000   | #9205 - Cell signalling |
|                         | Mouse   | polyclonal |          |                         |
| Akt                     | Human   | Rabbit     | 1:1000   | #9272 - Cell signalling |
|                         | Mouse   | polyclonal |          |                         |
| p-Akt(S473)             | Human   | Rabbit     | 1:1000   | #9271 - Cell signalling |
|                         | Mouse   | polyclonal |          |                         |
| $\beta$ -tubulin        | Human   | Rabbit     | 1:2000   | #2146 - Cell signalling |
|                         | Mouse   | polyclonal |          |                         |
| $\alpha$ -tubulin       | Human   | Mouse      | 1:2000   | T9026 - Sigma Aldrich   |
|                         | Mouse   | monoclonal |          |                         |
| GAPDH                   | Human   | Rabbit     | 1:5000   | #5174 - Cell signalling |
|                         | Mouse   | monoclonal |          |                         |

|      |   |        |        |                              |
|------|---|--------|--------|------------------------------|
| FLAG | - | Mouse  | 1:1000 | <b>F3165</b> - Sigma Aldrich |
| FLAG | - | Rabbit | 1:1000 | <b>F7425</b> - Sigma Aldrich |

| Secondary antibodies                  |  | Dilution | Reference/Manufacturer |
|---------------------------------------|--|----------|------------------------|
| Goat anti-rabbit IgG -HRP conjugated  |  | 1:5000   | A0545 - Sigma-Aldrich  |
| Rabbit anti-mouse IgG -HRP conjugated |  | 1:5000   | A2554 - Sigma-Aldrich  |

# Supplementary material for: Mitochondria are required for pro‐ageing features of the senescent phenotype
**Source:** EMBO J. 2016 Feb 4;35(7):724–42. doi: 10.15252/embj.201592862
**Supplement:** Supplementary file 3 — Movie EV1

3D EM of Senescent MRC5 Parkin fibroblasts (20 days after 20Gy).Stack of 201 20nm sections of senescent MRC5 fibroblasts expressing Parkin (20days after IR) covering a depth of 4um

# Supplementary material for: Mitochondria are required for pro‐ageing features of the senescent phenotype
**Source:** EMBO J. 2016 Feb 4;35(7):724–42. doi: 10.15252/embj.201592862
**Supplement:** Supplementary file 4 — Movie EV2

3D EM of Senescent MRC5 Parkin fibroblasts pre-treated with CCCP (20 days after 20Gy).  Stack of 291 20nm sections of senescent MRC5 fibroblasts expressing Parkin pre-treated with CCCP (20days after IR) covering a depth of 6um.

# Supplementary material for: Mitochondria are required for pro‐ageing features of the senescent phenotype
**Source:** EMBO J. 2016 Feb 4;35(7):724–42. doi: 10.15252/embj.201592862
**Supplement:** Supplementary file 5 — Movie EV3

Live cell imaging of MRC5 Parkin fibroblasts after induction of senescence by IR.MRC5 fibroblasts expressing Parkin were irradiated with 20Gy and imaged starting at 6-12 days after.

# Supplementary material for: Mitochondria are required for pro‐ageing features of the senescent phenotype
**Source:** EMBO J. 2016 Feb 4;35(7):724–42. doi: 10.15252/embj.201592862
**Supplement:** Supplementary file 6 — Movie EV4

Live cell imaging of MRC5 Parkin fibroblasts pre-treated with CCCP after induction of senescence by IRMRC5 fibroblasts expressing Parkin were irradiated with 20Gy, treated for 2 days with CCCP and imaged starting at 5-12 days after. Western blotting confirmed absence of mitochondrial proteins.

How the deposited data were processed for this re-analysis (not part of the article)

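RNA-seq was analysed for 9 libraries of Parkin-expressing MRC5 fibroblasts, 3 each of Prol, Sen and MDSen cells. The authors deposited a single table of FPKM, and these FPKM are the unit of all values. According to the authors' methods, TruSeq libraries of oligo-dT selected RNA were sequenced on a NextSeq as paired ends, trimmed with Trim Galore, checked with FastQC and aligned to hg19 with TopHat2 using Ensembl build 73 splice junctions. Duplicates were removed with Picard, FPKM were calculated with Cufflinks, and differential expression was called with Cuffdiff on known protein coding genes. The Cufflinks options and any scaling between libraries are not named in the paper's text. Cuffdiff starts from aligned reads, which are not used here, so its calls were not repeated.

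The table held 63259 lines, 1 of them a stray header and 129 repeats of an Ensembl identifier, which left 63129 genes. 55125 identifiers (87.3%) matched GENCODE release 44 and 8004 did not, 2365 of which lie on a primary chromosome. With 228 genes taken as protein coding by their symbol, 19582 genes were protein coding and 12728 of these had a mean FPKM of at least 0.5. All 37 mtDNA genes, 13 of them protein coding, are listed at 0 in all 9 libraries, so that the list of mtDNA encoded genes could not be tested.

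Values were analysed in R 4.3.3 with limma 3.58.1 and in Python 3.11.15. Log2(FPKM + 0.1) of all 9 libraries was fitted with 1 mean per group and a trend of the spread on expression, and 3 comparisons were made: Sen against Prol, MDSen against Sen and MDSen against Prol. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Overlaps of calls were tested with the hypergeometric test, shares of lists and families with Fisher's exact test, both two-sided. Gene lists were tested with camera at a preset correlation of 0.01, and again with fry and with the correlation estimated from the libraries. FPKM give no read counts, and the depth of each library is known only relative to the others, so no counting interval is given.

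The fit was tested on simulated data in which genes were moved on purpose. It recovered 198 of 200 changed genes with their sign and called 3 of 12528 unchanged genes. It recovered 97 of 100 genes made to reverse and called 0 of 100 made not to, with a median error of 0.072 in the log2 fold change. Where nothing was changed, 1 gene was called. The list test recovered 1 of 1 moved list and called 0 of 12 others. Genes were simulated independently of each other, so this cannot show how the list test behaves where genes of a list vary together. The removal of trends on GC content and length was not part of this test.

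The lists of SASP factors and of glycolysis genes were written by hand before the values were seen, but after Fig 2D and Fig EV2D had been viewed. The cell cycle list is that of S phase and G2/M genes used for single cells. Further lists are nuclear OXPHOS genes, cytosolic and mitochondrial ribosomal proteins, ATF4 targets, p53 targets, interferon stimulated genes and cholesterol synthesis genes. A last list is of hypoxia targets without the enzymes of the glycolysis list. The enriched Gene Ontology terms of Fig 2C were not computed, and families of genes were formed from symbols. Genes named in the text follow a rule: genes the paper names for these cells, the 3 largest changes of each of 4 overlap classes among genes whose libraries do not overlap, the 3 largest rises and falls of 6 of the lists, and the 5 largest rises and falls in MDSen against Sen among genes not called in Sen against Prol. Other names are marked as chosen after their values were seen. Exceptions are members of the families and the SASP and glycolysis genes called in Sen against Prol, given in full or by count. PGAM1, in a caption, and the genes named as left out by the rule carry no such mark either.

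The lists, comparisons, thresholds and most alternatives were set before the data were examined. The alternatives were other pseudocounts, other filters on low FPKM, all genes of the table, scaling by median ratios, by quantiles or to a common total of FPKM, separate fits, the replicate number as a block, a fit without trend and with robust variances, fold changes from arithmetic means, no minimum fold, a stricter adjusted p, each library left out in turn, disjoint Sen libraries and other list tests. Added after seeing the data were the removal of genes at 0 beside expressed replicates, a common total outside the loci resembling mtDNA, and the removal of trends on GC content and transcript length (splines with 4 degrees of freedom). Loci resembling mtDNA were found with blastn 2.17.0. No sample was left out, and 0 columns of the table were unused.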

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

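The tests of the loci resembling mtDNA were chosen only after the results were seen, as was the removal of trends on GC content and length. The scalings had been planned, but their use as a test of the gene lists was decided after the results.

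Nuclear loci that resemble mtDNA lie outside the genes the paper discusses, and in MDSen against Sen they changed more than any list tested. Among the loci of the table with at least 80% of their length resembling mtDNA (393 loci), 64 on 16 chromosomes had a mean FPKM of at least 0.5. Their median log2 fold change was -5.89 in MDSen against Sen (range -8.23 to -2.52) and 1.60 in Sen against Prol. 61 of the 64 were lower in every MDSen library than in every Sen library, and 61 were higher in every Sen library than in every Prol library. Chance gives 10% for libraries that do not overlap in either direction, and less for a single stated direction. For the 6113 other short non-coding loci the median in MDSen against Sen was 0, with 15.4% lower in every MDSen library. None of 10000 random lists of these had a median as low (0 lists, lowest -0.49). The locus with the highest FPKM, MIR4461 (ENSG00000263963, chromosome 5 from 134263729 to 134263802), went from 22468 ± 1304 in Prol to 60194 ± 18965 in Sen and 795 ± 535 in MDSen. It was chosen after its values were seen.

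Across the 64 loci, percent identity to mtDNA (from 72.2 to 98.5) and log2 FPKM in Sen had a Spearman's rho of 0.885, loci not being independent replicates. A candidate explanation is that reads of mitochondrial RNA, for which all mtDNA genes are listed at 0, were aligned to nuclear copies. Scaling between libraries as the cause is argued against by the medians with median ratio scaling, -5.95 in MDSen against Sen and 1.67 in Sen against Prol. For the rise in Sen, the highest relative depth of a Sen library was 1, inside the range of the Prol libraries, which argues against library depth. In MDSen against Prol the median was -4.36, which is consistent with a loss of mitochondrial RNA in the depleted cells and puts MDSen below the proliferating level too. A direct effect of CCCP on these RNAs stays open, since each MDSen library received it, and so does whether the rise in Sen reflects more mitochondrial RNA per cell or more of it captured by oligo-dT. Neither was tested.

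Hypoxia targets, which the paper does not discuss, rose in MDSen against Sen. The enzymes of the glycolysis list were left out, but PFKFB3, PFKFB4 and PDK1 were kept, so the list is not wholly separate from glycolysis. Of the 23 genes tested, 20 were called higher (the same count adjusted over the list alone) and 23 lay above 0. The median log2 fold change of the list was 2.81 (camera adjusted p = 1.99e-10, fry 1.12e-10, estimated correlation 0.00549, 1.28e-13 to 0.00549 over the alternatives). The median was nearest 0 among the scalings at 2.64, which argues against scaling, and 2.62 with the trends on GC content and transcript length removed, which argues against these as the whole cause. It was 2.72 to 2.84 with each library left out. That depletion, CCCP itself or the conditions of growth raised these genes stays open, as none of the libraries separates them.

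Cholesterol synthesis genes, also outside the paper's discussion, fell. Of 24 genes tested, 18 were called lower in MDSen than in Sen (the same count adjusted over the list alone) and 23 lay below 0, and the median log2 fold change of the list was -1.40 (camera adjusted p = 5.30e-12, estimated correlation 0.0449, 1.94e-14 to 0.0449 over the alternatives). The median was -1.18 under the scaling nearest 0 and -1.49 with the trends on GC content and length removed, values that argue against either as the whole cause. In Sen against Prol, 7 were called lower. Which of the depletion and the uncoupler lowers these genes was not tested.

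Interferon stimulated genes, of which 18 of 26 listed could be tested, fell in MDSen against Sen, 12 being called lower (the same count adjusted over the list alone) and 16 lying below 0. The median log2 fold change was -1.51 (camera adjusted p = 3.95e-06), and 0.0725 was the adjusted p with the estimated correlation, which did not pass (5.96e-08 to 0.0725 over the alternatives). The median was -1.25 under the scaling nearest 0 and -1.72 with the trends on GC content and length removed, which argues against both as the whole cause. A pseudocount of 1 gave -1.03. In Sen against Prol the median was 0.54, and 0.22 without Sen replicate 2. A biological cause stays open and was not tested.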

How the results depend on the processing

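The removal of genes at 0, the common total outside the loci resembling mtDNA and the removal of trends on GC content and length are tests chosen only after the results were seen. Of 460 values of 18 main results under the alternatives, 418 kept their direction and side of the threshold or moved by less than the spread between replicates, 4 no longer passed, 6 newly passed, 26 moved further and 6 changed sides. Of 2217 values of lists and single genes, 2119 were the same, 48 weaker, 26 stronger and 24 changed sign.

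A stricter filter and no minimum fold change the counts by construction, and the cause of the other moves was not tested. Genes higher in Sen than Prol were 688 with a pseudocount of 1, 536 with a filter of mean FPKM 5, 1871 among all genes of the table and 3291 with no minimum fold. Genes lower in Sen were 889 and 5257 under the stricter filter and with no minimum fold, genes higher in MDSen than Sen 5412 with no minimum fold, and genes lower in MDSen 928 and 3697 under the filter and with no minimum fold. Scaling to a common total gave 2819 genes higher in MDSen, 71.7% of the calls beside 49.9% as deposited, and 35.1% beside 44.9% in Sen against Prol. It moved the median of all genes to 0.44 and -0.28. Quantile normalization gave 55.1% higher in Sen and the removal of trends on GC content and length 55.2%.

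The r between the comparisons stayed between -0.506 and -0.386, moving further than the spread to -0.386 with arithmetic means, -0.408 with Sen replicate 1 set against Prol and -0.420 as the mean of the disjoint settings. The share of reversed genes passed under each of 30 alternatives, at 30.0% to 63.1%. The way back of genes up in Sen was 75.1% with a pseudocount of 1, 72.1% with the stricter filter and 47.3% at a common total. For genes down in Sen it was 35.6% with a pseudocount of 1, 47.5% with the stricter filter, 35.6% with median ratios, 60.7% at a common total, 29.3% with the trends on GC content and length removed and 35.4 to 46.6% with each library left out, lowest without Sen replicate 2. The cause was not tested.

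The share of SASP genes reversed newly passed against other genes with a pseudocount of 1 (60.0%), no filter (56.7%), median ratios (60.7%) and the removal of trends on GC content and length (60.0%), and was 50.0 to 59.3% with each library left out, passing without Sen replicate 2 and without MDSen replicate 2. Its p ranged from 0.0133 to 0.378 over the alternatives. The share of SASP genes exacerbated, below that of other genes (5.02%) as deposited, was above that of the other genes of the same setting with a pseudocount of 1 (5.00%), the stricter filter (5.56%), median ratios (7.14%), quantile normalization (7.69%) and no minimum fold (16.3%). With each library left out it was 3.57 to 8.00%, highest and above other genes without Sen replicate 3. It never differed from other genes by Fisher's exact test (lowest p 0.330). The rise of cell cycle genes no longer differed from other genes at a common total (35.6%) or with no minimum fold (60.2%), and was 14.9 to 22.4% with each library left out, not passing without Sen replicate 2 or MDSen replicate 1. The number of list tests called fell to 8 with the estimated correlation, and the number of families rose to 6 against all genes tested. The cause was not tested.

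Among lists and genes near 0, signs changed. The nuclear OXPHOS list was 0.024 in Sen against Prol with the trends on GC content and length removed. In MDSen against Sen it was 0.27 at a common total and -0.12 to 0.13 with each library left out, above 0 without Sen replicate 2 and without MDSen replicate 1. In MDSen against Prol it was 0.11 at a common total, 0.019 with those trends removed and -0.13 to 0.015 with each library left out, above 0 without MDSen replicate 1. At a common total the cytosolic ribosome list in MDSen against Sen was 0.021, the SASP list in MDSen against Prol 0.074 and the ATF4 targets 0.014. In Sen against Prol, CA9 was 0.022 with median ratios and -0.30 to 0.25 with each library left out, PPARGC1A 0.021 and -0.55 to 0.27, UQCRC2 0.022 with median ratios, and COX4I1 -0.11 to 0.14 with each library left out, below 0 without Sen replicate 2, and -0.066 at a common total. With the trends on GC content and length removed, UQCRC2 was 0.33 and PPARGC1A 0.30. In MDSen against Sen, NDUFB8 was -0.20 to 0.011 with each library left out, above 0 without Sen replicate 2, and PARK2 -0.049 with median ratios and -0.059 to 0.050 with each library left out. The cause was not tested.

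With each library left out in turn, 1895 of 2436 calls in Sen against Prol and 2470 of 3098 in MDSen against Sen were made every time, and 0 changed direction. The depth of the libraries is known only relative to each other, and limits how small a change near an FPKM of 0.5 can be seen.

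With the replicate block added to the fit, 1094 genes were higher and 1347 lower in Sen than Prol, and 1550 higher and 1557 lower in MDSen than Sen. The libraries were taken to share only a number, since not each pair of the same number correlated over 0.1, but a partial pairing is not excluded. After removing group means, 5 of 9 pairs of the same number and 2 of 18 of different numbers were over it. Libraries of the same number correlated at -0.120 to 0.195 and those of different numbers at -0.308 to 0.257.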

Differences from the paper's values

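The paper's number of genes up-regulated in Sen against Prol is about 2000 in Fig 2B, read by eye, and the number here was 1093. Of the 23 alternatives set before the data were examined, the difference fell below 1.5-fold with no filter on low FPKM (1513 genes) and with all genes of the table (1871 genes), and stayed above it with the other 21.

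The paper's number of genes up-regulated in MDSen against Sen is about 2500 in Fig 2B, read by eye, and the number here was 1546. Of the 23 alternatives set before the data were examined, 4 brought the difference below 1.5-fold: no filter on low FPKM (1738), a common total of FPKM (2819), all genes of the table (2265) and without Sen replicate 3 (1671). With the other 19 it stayed above. The numbers of down-regulated genes, 1343 in Sen and 1552 in MDSen, lay within 1.5-fold of the paper's values read by eye from Fig 2B.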

Other observations

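The tests of genes at 0 beside expressed replicates, of a common total outside the loci resembling mtDNA and of the removal of trends on GC content and length were chosen only after the results were seen.

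At a common total of FPKM, more genes were called higher than lower in MDSen against Sen (71.7% of the calls). The loci resembling mtDNA made 7.56 to 8.59% of the summed FPKM in Prol, 14.2 to 20.8% in Sen and 0.232 to 0.418% in MDSen. At a common total outside these loci the share of calls that were higher was 49.7%, so the share they take of the Sen total may account for the imbalance.

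The Sen libraries are shared by both comparisons, which could make changes look reversed. With disjoint Sen libraries, 34.4% of the genes changed in senescence were reversed on average, and with the effects of depletion dealt to other genes of like expression the highest share in the simulated libraries was 17.4%. Both argue against these explanations as the whole cause.

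Other divisions of the libraries were tried. For genes called in Sen against Prol, 1 of 10 splits of the 6 libraries gave as many calls, the real one, the next largest giving 2. For genes called in MDSen against Sen and for glycolysis genes higher in MDSen it was 1 of 10 each, the next largest giving 0 calls. Beside these stand 2436, 3098 and 13 in the real groups, but 10 splits are too few for the count of splits to exclude chance. Of 100 assignments of the libraries to 3 groups, the real one among them, 5 gave as many reversed genes. The 4 others were all those drawn, besides the real one, with a middle group of 1 condition alone, and reached 1497 genes. With a mixed middle group the highest number was 2, beside 906 observed. By this count alone chance cannot be excluded, since it follows how many assignments with a middle group of 1 condition were drawn. For SASP genes reversed, 4 gave as many, and for cell cycle genes rising in MDSen 3. The 3 and 2 others had a middle group of 1 condition alone too and reached 20 and 75 genes beside 13 and 15 observed, while mixed ones gave 0. These counts follow the number of such assignments drawn, so that whether chance can be excluded stays open. For list tests called, 10 gave as many as the 25 observed, the median of the others being 21 and the highest 26, and chance cannot be excluded.

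32 genes tested were at 0 in a library beside a replicate of at least 5 FPKM. 17 of them (53.1%) had a gene within 100 kb at such a 0 in the same library, beside 24.9% of 1000 random genes tested, for which any library counted. A failed estimate of a whole locus is a candidate explanation. MYO18A, at 0 in Sen replicates 1 and 2, was called reversed, and GNG10 and DNAJC25, at 0 in MDSen replicates 1 and 2, were called lower in MDSen. The calls of all of these genes rest on the libraries at 0. MYO18A had an FPKM of 36.7 in Sen replicate 3, above every Prol and MDSen library. For GNG10, the change was -4.16 without MDSen replicate 1 and was no longer called, as without MDSen replicate 2, Sen replicate 1 or Sen replicate 3 (-5.84 and -5.85). For DNAJC25, it was -3.72 without either of MDSen replicates 1 and 2, -5.24 without Sen replicate 1 and -5.22 without Sen replicate 3, and was no longer called.

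2070 of the genes called in MDSen against Sen (66.8%) were not called in Sen against Prol. The largest rises among these were those of EGLN3 (6.99), INHBB (6.20), CA9 (5.98), CXCR4 (5.85) and CCL3 (5.53), all under an FPKM of 0.5 in Sen, where fold changes depend on the pseudocount. Besides GNG10 and DNAJC25, which overlap each other, the largest falls were those of ACTG2 (-5.21), which resembles other actins, CTHRC1 (-4.50) and KRT19 (-4.22). Without Sen replicate 3, CCL3 was called in Sen against Prol (1.26), and so was KRT19 with a pseudocount of 1 (-1.17), without Sen replicate 2 (-1.46), MDSen replicate 1 or MDSen replicate 3 (-1.27 in each).

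Of 33 list tests, 25 were called by camera, 23 of these also by fry in the same direction and 8 with the estimated correlation. In MDSen against Sen, the nuclear OXPHOS genes had a median log2 fold change of -0.014 and were not called (camera adjusted p = 0.376, fry 0.918, upwards in fry though the median and mean are below 0). The cytosolic ribosomal proteins had -0.26 (camera adjusted p = 7.12e-05, fry 0.105, estimated correlation 0.715, 1.37e-06 to 0.715 over the alternatives), and 0.021 at a common total. The mitochondrial ribosomal proteins had 0.59, with 17 of 75 called higher (adjusted p = 0.628 with the estimated correlation, 7.10e-07 to 0.628 over the alternatives). ATF4 targets had 0.55, with 10 of 33 called higher and 3 lower (camera adjusted p = 0.00676, but 0.286 with the estimated correlation, 2.08e-06 to 0.286 over the alternatives): VLDLR (3.58) and DDIT3 (2.34) rose and PYCR1 (-2.37), CHAC1 (-1.82) and ALDH1L2 (-1.22) fell. p53 targets had 0.35 (camera adjusted p = 0.152, fry 8.54e-07), with PHLDA3 (1.61), TRIAP1 (1.15) and GDF15 (1.11) higher and TP53I3 (-1.28) lower.

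RNA of further genes named in the rule was as follows, with FPKM as means of Prol, Sen and MDSen. CDKN1A, which encodes p21, had 287, 482 and 699.6, and CDKN2A, which encodes p16, had 21.5, 15.3 and 21.6. From Sen to MDSen, CDKN1A rose by 0.54 on the log2 scale (limma's adjusted p = 1.77e-05) and CDKN2A by 0.51 (limma's adjusted p = 0.00289). Both rises lay under the threshold on size. The paper reports lower p21 and p16 in depleted cells by Western blot, the opposite direction but in protein and not RNA. In MDSen against Sen, the log2 fold change was 0.90 for TOMM20, -0.42 for COX4I1, -0.30 for UQCRC2, -0.22 for SDHA, -0.12 for NDUFB8, -0.94 for SOD2 and -0.18 for MTOR, none of them reaching the threshold on size. At a common total these were 0.064 for SDHA, 0.16 for NDUFB8 and 0.10 for MTOR, with the opposite sign. TOMM20 was 1.18 at a common total, past the threshold on size. NDUFB8 was 0.023 with the trends on GC content and length removed. MT-CO1 was listed at 0, and PPARGC1B and IL1A were below the filter. PPARGC1A changed by 0.73 and was not called. GAPDH, to which the paper normalises qPCR of human cells, was higher in MDSen than in Sen under each scaling (1.09 to 1.66). The paper's legends describe no qPCR of the Parkin-expressing cells, whose secreted factors were measured by cytokine array and ELISA.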
